# A salt-regulated peptide derived from the CAP superfamily protein negatively regulates salt-stress tolerance in *Arabidopsis*

**DOI:** 10.1093/jxb/erv263

**Published:** 2015-06-20

**Authors:** Pei-Shan Chien, Hong Gil Nam, Yet-Ran Chen

**Keywords:** Environmental regulation, CAP, negative regulator of salt resistance, plant peptide, proteolytic process, salinity.

## Abstract

High salinity has negative impacts on plant growth through altered water uptake and ion-specific toxicities. Plants have therefore evolved an intricate regulatory network in which plant hormones play significant roles in modulating physiological responses to salinity. However, current understanding of the plant peptides involved in this regulatory network remains limited. Here, we identified a salt-regulated peptide in *Arabidopsis*. The peptide was 11 aa and was derived from the C terminus of a *c*ysteine-rich secretory proteins, *a*ntigen 5, and *p*athogenesis-related 1 proteins (CAP) superfamily. This peptide was found by searching homologues in *Arabidopsis* using the precursor of a tomato CAP-derived peptide (CAPE) that was initially identified as an immune signal. In searching for a CAPE involved in salt responses, we screened CAPE precursor genes that showed salt-responsive expression and found that the *PROAtCAPE1* (*AT4G33730*) gene was regulated by salinity. We confirmed the endogenous *Arabidopsis* CAP-derived peptide 1 (AtCAPE1) by mass spectrometry and found that a key amino acid residue in PROAtCAPE1 is critical for AtCAPE1 production. Moreover, although *PROAtCAPE1* was expressed mainly in the roots, AtCAPE1 was discovered to be upregulated systemically upon salt treatment. The salt-induced AtCAPE1 negatively regulated salt tolerance by suppressing several salt-tolerance genes functioning in the production of osmolytes, detoxification, stomatal closure control, and cell membrane protection. This discovery demonstrates that AtCAPE1, a homologue of tomato immune regulator CAPE1, plays an important role in the regulation of salt stress responses. Our discovery thus suggests that the peptide may function in a trade-off between pathogen defence and salt tolerance.

## Highlight

An 11 aa peptide derived from one of the *c*ysteine-rich secretory proteins, *a*ntigen 5, and *p*athogenesis-related 1 (CAP) superfamily is salt regulated, conferring salt susceptibility through suppression of salt-tolerance genes.

## Introduction

Excessive salinity has a highly negative impact on plant growth due to the increased osmotic potential of soil and the toxicity of salt ions to cells (Bernstein, 1975; Munns and Tester, 2008). Accordingly, plants have developed various mechanisms for growth and survival in harsh saline environments. Extensive research has revealed an array of salinity regulatory mechanisms at the molecular level (Kreps *et al.*, 2002; Taji *et al.*, 2004), including changes in a vast number of genes encoding ion channels, transporters, transcription factors, signalling molecules, detoxification enzymes, chaperones, and osmolytes (Wang *et al.*, 2003; Munns and Tester, 2008; Turan *et al.*, 2012), that can be utilized to induce salt tolerance in crop plants (Turan *et al.*, 2012; Roy *et al.*, 2014). A systems-level study also revealed that the salt response involves an intricate web of regulatory networks that crosstalk with other stress (Wang *et al.*, 2003; Mahajan and Tuteja, 2005) and developmental (Bernstein, 1975) responses. Among the regulation signals for high salt, phytohormones are thought to be the most important endogenous substances for modulating physiological responses that eventually lead to adaptation to salinity (Pearce *et al.*, 2001b). Recently, plant peptides have been found to function as hormones in a diverse array of roles in plant growth, development, and signalling to environmental stresses (Matsubayashi, 2014). However, to date, little has been reported on plant peptides that regulate the salt response (Matsubayashi, 2014).

Recent research based on studies of precursor genes has suggested a functional link between plant peptides and modulation of the salt-stress response. A knockout mutant of one of the C-TERMINALLY ENCODED PEPTIDE (CEP) family proteins exhibited more tolerance to salinity than wild-type *Arabidopsis*, and external application of the peptide to seedlings suppressed root growth (Ohyama *et al.*, 2008; Delay *et al.*, 2013). This suggests the relevance of plant peptides functioning in root development in the regulation of underground stresses such as salinity. Additional evidence showed that tomato with overexpression of PROSYSTEMIN, the precursor of the anti-herbivore systemin peptide signal (Pearce *et al.*, 1991), displayed more tolerance to salt stress than wild-type tomato (Pearce *et al.*, 1991; Orsini *et al.*, 2010). This finding suggests that defence-related peptides may also participate in the modulation of salt-stress tolerance.

We recently identified a peptide derived from tomato pathogenesis-related protein 1 (PR1) that is wound induced in the same way as systemin and regulates immune responses (Chen *et al.*, 2014). Since PR1 protein was classified as one of the *c*ysteine-rich secretory proteins, *a*ntigen 5, and *p*athogenesis-related 1 proteins (CAP) superfamily (Gibbs *et al.*, 2008), the peptide derived from the protein in this superfamily was designated CAP-derived peptide (CAPE) (Chen *et al.*, 2014). Notably, CAPE was found to be wide spread throughout the plant kingdom, being found in dicots (e.g. *Solanoideae*, *Nicotianoideae*, *Vitaceae*, *Brassicaceae*, and *Fabaceae*) and monocots (e.g. *Poaceae*), with a conserved ·PxGNxxxxxPY- motif (Chen *et al.*, 2014). It has been demonstrated that application of a synthetic peptide predicted to be a CAPE derived from *Arabidopsis* PR1 can lead to resistance against *Pseudomonas syringae* pv. *tomato* strain DC3000 (Pst DC3000) infection (Chen *et al.*, 2014). This finding indicates that *Arabidopsis* CAP proteins may produce functional CAPEs. Moreover, overexpression of *Arabidopsis* PR1 and tomato PROSYSTEMIN showed drought and salt-stress tolerance, respectively (Seo *et al.*, 2008; Wang *et al.*, 2011; Liu *et al.*, 2013), which led us to test the hypothesis that *Arabidopsis* CAPEs may function not only in regulation of innate immunity but also in the response to salt-stress tolerance. In this report, we aimed to identify the endogenous *Arabidopsis* CAPEs that are involved in salt responses and we showed that a CAPE negatively regulates the salt-tolerance response by downregulating salt-tolerance genes upon high-saline challenge. The phenotypic evidence and the CAPE-mediated salt-responsive mechanism were studied and are discussed.

## Materials and methods

Details of the seedling germination assay, RNA extraction and quantitative reverse transcription PCR (qRT-PCR) analysis, and western blotting are provided in the Supplementary materials and methods, available at *JXB* online.

### Plant materials and growth conditions

A T-DNA mutant of AT4G33730 (GT_5_110620; named *proatcape1* here) was obtained from the Nottingham *Arabidopsis* Stock Centre (NASC) for phenotypic investigation. *Arabidopsis* ecotype Landsberg erecta (Ler) was used in all experiments as the background control for *proatcape1* and PROATCAPE1ox in *proatcape1* transgenic lines generated in a *proatcape1* background. In addition, *Arabidopsis* ecotype Columbia-0 (Col-0) was used as the background control for CAPE1ox^CNYD^ and CAPE1ox^CNAD^ transgenic plants. A schematic representation of the target site of *PROAtCAPE1* by T-DNA is shown in Supplementary Fig. S2A (available at *JXB* online). Homozygous *proatcape1* was determined by genotyping (Supplementary Fig. S2B). qRT-PCR results indicated that *proatcape1* was a knockout mutant (Supplementary Fig. S2C). The primers used for PCR-based genotyping are listed in Supplementary Table S2, available at *JXB* online.

Seeds were surface sterilized with 30% bleach (CLOROX) for 8min and then washed with sterilized ddH_2_O five times. Seeds were germinated on half-strength Murashige and Skoog (1/2 MS) medium under a 16h photoperiod (80–100 μmol m^−2^ s^−1^ illumination) at 22 °C.

### Plasmid constructions and generation of transgenic lines

Total RNA extracted from Ler was utilized as the template for reverse transcription to generate cDNA. The cDNA was used as template for PCR using primers (Supplementary Table S2) corresponding to the 5′ and 3′ ends of the *PROAtCAPE1* coding sequence. The amplified DNA fragment was cloned into pCR8/GW/TOPO (Invitrogen) according to the manufacturer’s protocol. The validated *PROAtCAPE1* sequence was then cloned into pMDC32 (Curtis and Grossniklaus, 2003), a constitutive expression vector harbouring a dual 35S promoter, by site-specific recombination (LR clonase; Invitrogen). Similarly, for the generation of CAPE1ox^CNYD^ transgenic plants, the *PROAtCAPE1* sequence was recombined into pK7YWG2 (Karimi *et al.*, 2002). For the generation of p*PROAtCAPE1*:GUS lines, the sequence upstream of the transcription start site of *PROAtCAPE1* (2kb) was cloned into pCR8/GW/TOPO and then recombined into pMDC164 (Curtis and Grossniklaus, 2003). Transgenic *Arabidopsis* was generated via an *Agrobacterium tumefaciens*-mediated transformation system (Zhang *et al.*, 2006).

### Microarray analysis

Quality control of total RNA was determined using an Agilent Bioanalyzer 2100 (Agilent Technologies, St Clara, CA, USA). Total RNA (0.2 μg) was amplified by a Low Input Quick-Amp Labeling kit (Agilent Technologies). Preparation of fluorescence-labelled cDNA and microarray experiments were performed at the DNA Microarray Core Facility, Institute of Plant and Microbial Biology, Academia Sinica, Taiwan. Agilent *Arabidopsis* (V4) Gene Expression Microarray 4×44k chips were used in this study. Labelling of cDNA probes and hybridization experiments were performed according to the single-colour microarray protocols provided by the manufacturer. The fluorescence signals were detected by an Agilent DNA Microarray Scanner G2565CA and Agilent Feature Extraction 10.7.1.1 software. Three biological repeats were conducted using cDNAs obtained from Ler and *proatcape1* in 1/2 MS medium and with 12h of 125mM NaCl treatment. Raw data from hybridization were imported into microarray analysis software GeneSpring 11.5 (Agilent Technologies), and the data of Ler subjected to medium alone was used as a control for normalization. As a quality control, we kept the genes whose raw signal intensity was >100 and coefficient of variation (CV) was <50% (default value) at any time point for further analyses. The coefficient of variation is a statistical measurement to compare the degree of variation from one data set to another, even if the means differ dramatically from each other.

The microarray data discussed in this publication have been deposited in the Gene Expression Omnibus of the National Center for Biotechnology Information (NCBI) (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE66946.

### Endogenous peptide isolation

Ten-day-old Ler seedlings grown vertically on 1/2 MS medium were transferred to a hydroponic system culture of 1/2 MS liquid medium without sucrose. The medium was changed every 4 d. Three weeks after planting, the plant tissue was harvested. For salt treatments, fresh 1/2 MS medium in the presence or absence of 125mM NaCl was exchanged and the treatments were prolonged to 24h. Samples were homogenized with 200ml of 1% (v/v) chilled trifluoroacetic acid (TFA; Sigma-Aldrich) in a blender for 2min. To normalize the variations in sample preparation and for better quantification accuracy by liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis, 20 μl of 1 pmole μl^–1^ of internal standard (synthetic peptide: PAAAYIGARAY) with two amino acid substitutions of G3A and N4A of AtCAPE1 was added to the extraction buffer while crude peptide was isolated. The extracts were then filtered through four layers of Miracloth (Calbiochem, San Diego, CA, USA) to remove plant debris. The procedure followed a previously described protocol (Pearce *et al*., 2001*a*, *b*). After centrifuging at 8500rpm for 20min at 4 °C (Beckman Coulter, Avanti J-26 XP), the pH value of the supernatant was adjusted to 4.5. The extracts were then centrifuged again at 8500rpm for 20min at 4 °C and the pH value of supernatant was adjusted to 2.5. Subsequently, the supernatant was bound with a customized Sep-Pak C18 solid phase extraction cartridge (Waters, Milford, MA, USA) according to the following steps: the C18 cartridge was conditioned by 0.1% (v/v) TFA first, bound with the supernatant, and then washed with 0.1% (v/v) TFA. Finally, the polypeptides were eluted with 60% (v/v) methanol/0.1% (v/v) TFA. The peptides in the final eluate were evaporated to dryness by rotary evaporation under high vacuum, and the pellets were resuspended in 0.1% (v/v) TFA. The polypeptides were further fractionated by fast protein liquid chromatography (ÄKTA purifier) to remove protein contaminates with size exclusion columns (Superdex peptide 10/300 GL; GE Healthcare, Little Chalfont, UK). Fractions containing polypeptides or small proteins with similar sizes to AtCAPE1 were collected and combined. The combined eluates were rotary evaporated under high vacuum and resuspended in 0.1% (v/v) TFA for ZipTip (Millipore, Billerica, MA, USA) to remove the contamination of salts. After final evaporation and resuspension in 0.1% (v/v) formic acid (Fluka), targeted LC-MS/MS analysis was performed.

### Targeted LC-MS/MS analysis

An LTQ Velos PRO mass spectrometer (Thermo Scientific, Waltham, MA, USA) coupled with an online capillary nanoUHPLC system (Waters) was utilized for peptide identification and quantification. The capillary LC system was equipped with a homemade C18 trap cartridge (5 μm particles, Symmetry C18; Waters), and a homemade C18 reversed-phase analytical column (1.7 μm particles, BEH130 C18; Waters) (Chen *et al.*, 2012) was used to deliver the solvent and target peptide with a linear gradient from 8 to 90% (v/v) acetonitrile in 0.1% (v/v) formic acid for 95min at a nanoflow rate (approx. 300 nl min^–1^). The analytical column was coupled to a nanoelectrospray ionization source, and acquisition of the data was performed with a full MS scan followed by MS/MS scans of the targeted precursor ions. Precursor ions of AtCAPE1 (PAGNYIGARPY; *m*/*z* 589.8) and the internal standard (PAAAYIGARAY; *m*/*z* 562.4) were selected for subsequent targeted MS/MS scans. The fragment ions *m*/*z* 563.2, 676.3, and 900.5 and *m*/*z* 537.2, 650.3, and 813.34 were used for further identification and quantification of AtCAPE1 and the internal standard, respectively.

### Relative quantification of endogenous AtCAPE1

Quantitative analysis of AtCAPE1 was carried out using a label-free approach. Values of the peak area extracted from the selected fragment ions in the extracted ion current chromatogram were calculated. The sum of three peak values represented the expression of the target peptide. After normalizing AtCAPE1 to the internal standard in each sample, the relative area ratio for AtCAPE1 displayed a comparison of AtCAPE1 expression in different samples with that in shoots under normal conditions.

## Results

### Identification of PROAtCAPE as specifically responding to salt stress in *Arabidopsis*

Putative CAP proteins in *Arabidopsis* were searched using the precursor of tomato CAP-derived peptide (CAPE1), the first peptide derived from the CAP protein superfamily in plants (Chen *et al.*, 2014), as a query protein for a homology search against the TAIR10 protein database. Twenty-two *Arabidopsis* CAPs were discovered that displayed sequence similarity (E-value <1) with the tomato CAPE1 precursor. To further refine the candidate proteins that may produce CAPEs, the 22 potential *Arabidopsis* CAP proteins were searched by the C-terminal conserved motif, CNYx.PxGNxxxxxPY- (Chen *et al.*, 2014) (Table 1). Nine potential CAPs were identified as precursor candidates for CAPEs. These proteins were named PROAtCAPEs and their putative CAPEs, containing the ·PxGNxxxxxPY- motif, were named AtCAPEs (Table 1). The nomenclature followed the order of percentage identity between the putative AtCAPEs and tomato CAPE1 (Chen *et al.*, 2014). Thus, the putative AtCAPE derived from AT4G33730 was designated AtCAPE1 and its precursor as PROAtCAPE1. The putative AtCAPEs derived from the known pathogenesis-related proteins PRB1 and PR1 were named AtCAPE7 and AtCAPE9, respectively (Table 1).

**Table 1.** List of putative CAPEs in Arabidopsis

Peptide name^a^	Putative CAPE sequence^b^	Gene symbol^c^
AtCAPE1	.PAGNYIGARPY-	AT4G33730
AtCAPE2	.PPGNWVGEWPY-	AT4G25780
AtCAPE3	.PPGNWVGEWPY-	AT4G33720
AtCAPE4	.PPGNYVGEKPY-	AT4G25790
AtCAPE5	.PPGNYVGEKPY-	AT5G57625
AtCAPE6	.PPGNFLGRKPY-	AT4G30320
AtCAPE7	.PPGNYANQKPY-	PRB1
AtCAPE8	.PPGNYRGRWPY-	AT5G26130
AtCAPE9	.PRGNYVNEKPY-	PR1

^*a*^ Peptide name given in the present work.

^*b*^ Putative CAPEs were defined by the conserved sequence. ·PxGNxxxxxPY- at the C terminus of the CAP proteins.

^*c*^ The gene symbol refers to NCBI nomenclature.

To search potential salt-responsive CAPEs, the expression of the nine *PROAtCAPE* genes that responded to salt stress were examined by public microarray data analysis (Hruz *et al.*, 2008). A probe for *PROAtCAPE5* was not available in the Affymetrix GeneChip (Supplementary Table S1, available at *JXB* online). Excluding *PROAtCAPE5*, the eight *PROAtCAPE* transcripts were identified as responding to salt and salt-related stresses according to our criteria of expression fold change of ≥1.5 (up- or downregulated) (*P*≤0.05; Supplementary Table S1). In the roots, *PROAtCAPE1* transcripts were decreased upon salinity, the *PROAtCAPE3* gene was decreased upon salinity, osmotic, drought, and cold stresses, the *PROAtCAPE4* gene was downregulated by salt and osmotic stresses, and the *PROAtCAPE6* gene was suppressed by salt, osmotic, and drought stresses, while *PROAtCAPE7* (also known as PRB1) was upregulated upon oxidative and cold stresses (Supplementary Table S1). In the shoots, *PROAtCAPE1* transcripts were increased upon salinity, the *PROAtCAPE2* gene was decreased upon saline and drought stresses but increased under cold stress, the *PROAtCAPE3* gene was upregulated by salt; *PROAtCAPE6* transcripts were suppressed by oxidative stress, and *PROAtCAPE9* (also known as PR1) was downregulated upon salinity, oxidative, drought and cold stresses (Supplementary Table S1). Notably, *PROAtCAPE1* was regulated mainly by salt, while the transcripts of the other seven *PROAtCAPE*s were regulated by more than two abiotic stresses (Supplementary Table S1). This analysis implied that AtCAPE1 derived from PROAtCAPE1 may be more specific to the salt-stress response than the other eight AtCAPEs. We therefore focused our further investigation on the role of the potential AtCAPE1 in salt-stress responses.

### AtCAPE1 is endogenous in *Arabidopsis*

The deduced coding region of the PROAtCAPE1 product was 172 aa (Fig. 1A). A predicted signal peptide was found at the N terminus with a cleavage site between aa 27 and 28 (SignalP 4.1 Server, http://www.cbs.dtu.dk/services/SignalP/), suggesting that PROAtCAPE1 is a secretory protein that is synthesized in the endoplasmic reticulum (ER) and secreted into the extracellular space. The CAP domain (Gibbs *et al.*, 2008) conserved among CAPs from various species was located in the middle of the sequence (aa 43–160), while the putative AtCAPE1 was at the C-terminal end (Fig. 1A).

**Fig. 1.**
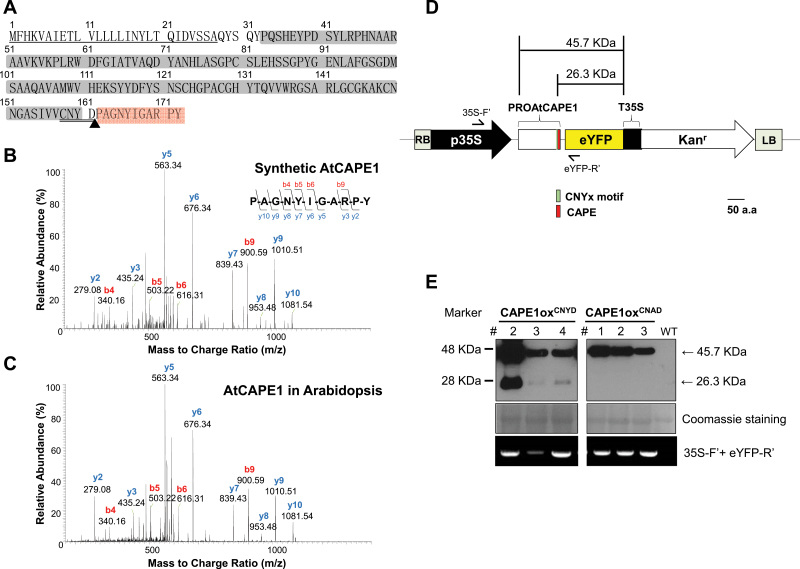
Identification of AtCAPE1 in *Arabidopsis*. (A) Deduced amino acid sequence of the PROAtCAPE1 product. The predicted secretion signal peptide is underlined. The CAP domain is shaded in grey. The putative AtCAPE1 peptide is shaded in red. The cleavage site predicted to produce AtCAPE1 is indicated with an arrowhead. The putative cleavage signal motif is double-underlined. (B) LC-MS/MS spectrum of the synthetic AtCAPE1. The y-ion is the C-terminal fragments after peptide bond cleavage while the b-ion is the N-terminal fragments. (C) LC-MS/MS spectrum of the identified AtCAPE1 in *Arabidopsis*. (D) Schema representing the construct used for constitutive overexpression of enhanced yellow fluorescent protein (eYFP)-tagged PROAtCAPE1. The green box shows the CNYx motif. The putative CAPE is shown in red. The numbers indicate the predicted molecular weight of precursor protein tagged with eYFP (45.7kDa) and the cleaved precursor tagged with eYFP (26.3kDa). (E) Production of the precursor PROAtCAPE1 and the cleaved PROAtCAPE1 in CAPE1ox^CNYD^ and CAPE1ox^CNAD^ transgenic plants, where eYFP was fused to PROAtCAPE1 containing wild type (CNYD) and the mutated (CNAD) junction sequence, respectively. T3 seedlings derived from independent transgenic lines were sampled for western blotting with anti-GFP antibody. Coomassie blue staining was used for protein loading control. The lower panel shows the presence of the T-DNA insertions in the transgenic plants by genomic DNA PCR with the primer pair 35S-F’ and eYFP-R’ shown in (D).

To find endogenous evidence of AtCAPE1 in *Arabidopsis*, we performed nanoflow LC-MS/MS (nanoLC-MS/MS) operated in MS/MS full scan mode (Chen *et al.*, 2012). After optimizing the collision-induced dissociation energy using synthetic AtCAPE1 as the standard, the condition attained a detection limit of ~10 attomole in our system. For the synthetic standard, 80% y-ion and 40% b-ion series coverage for the peptide fragments were observed in the MS/MS spectrum (Fig. 1B). In the analysis of endogenous peptides extracted from wild type (Ler), one MS/MS spectrum showed all the b- and y-ions matched to the standard. The ID confidence for a full-scan MS/MS spectrum is above the criteria for ID assignment that was proposed by the European Commission and noted in the ‘COMMISSION DECISION of 12 August 2002 implementing Council Directive 96/23/EC concerning the performance of analytical methods and the interpretation of results’. Therefore, the result indicated the existence of endogenous AtCAPE1 (Fig. 1C).

Among the PROAtCAPE proteins, the short conserved CNYx motif juxtaposing the CAPE sequence was assumed to be the cleavage signal that generates the CAPEs (Fig. 1A) (Chen *et al.*, 2014). To confirm this proteolytic process of the AtCAPE1 precursor, we generated a transgenic plant, CAPE1ox^CNYD^, where wild-type PROAtCAPE1 fused with C-terminal enhanced yellow fluorescent protein (eYFP) was constitutively overproduced by the 35S promoter (Fig. 1D). Expression of PROAtCAPE1 was examined in three independent CAPE1ox^CNYD^ transgenic lines by probing with anti-green fluorescent protein (GFP) antibody (Fig. 1E). In all of the three transgenic lines, we observed the presence of two bands with a molecular weight (MW) close to 48 and 28kDa, indicated by the protein marker (Fig. 1E, left-hand panel). The MWs of the two bands were close to that of the precursor protein tagged with eYFP (45.76kDa) and the putative AtCAPE1 fused to eYFP (26.3kDa), respectively (Fig. 1E, left-hand panel), when the cleavage occurred at the predicted cleavage site (Fig. 1A). We then generated transgenic lines, named CAPE1ox^CNAD^, where eYFP was fused with PROAtCAPE1 but with a mutation (Y160A, Fig. 1A) in the conserved cleavage motif. We then examined expression of the mutated PROAtCAPE1–eYFP. Only a single band with a MW of 45.76kDa was detected in all three independent transgenic lines (Fig. 1E, right-hand panel). Taken together, these results suggested that the identified AtCAPE1 was derived from its precursor, PROAtCAPE1, through cleavage at the conserved CNYx motif, and that an aromatic amino residue, tyrosine, is important for the process.

### Expression of the *PROAtCAPE1* gene is downregulated by salt stress

Having confirmed the endogenous presence of AtCAPE1, we further validated that expression of the precursor gene, *PROAtCAPE1*, was regulated by salt stress via qRT-PCR (Fig. 2A). In comparison with normal growth condition, the transcripts of *PROAtCAPE1* were significantly reduced by around 3- to 4- fold (*P*≤0.01) after 3 and 6h treatment with 150mM NaCl and KCl, as well as 6h treatment with 30mM LiCl (Fig. 2A). However, incubation with 300mM mannitol or 100 μM abscisic acid (ABA) for 3 and 6h showed no significant effect on the expression of the *PROAtCAPE1* gene (Fig. 2A). As expression of the *PROAtCAPE1* gene was significantly reduced upon incubation with three different salts, NaCl, KCl, and LiCl, but with not mannitol, we propose that the reduced expression of *PROAtCAPE1* under high salinity is mainly due to ionic stress, not osmotic stress. In addition, ABA showed much less effect on expression of *PROAtCAPE1* in comparison with the effect derived from salt ions, and the reduction in expression of the *PROAtCAPE1* gene was still observed in the ABA biosynthesis mutants (Supplementary Fig. S1, available at *JXB* online) *nced3*, *aba2*, and *aba3* (Nambara and Marion-Poll, 2005). These findings indicated that the *PROAtCPAE1* gene may not be regulated by an ABA-dependent pathway under salinity. A comparison of the expression level at 3 and 6h of incubation with 150mM NaCl revealed that the expression of *PROAtCAPE1* showed a kinetic response to salt stress. Therefore, more detailed kinetics of the expression of *PROAtCAPE1* were examined upon incubation with a slightly reduced salt concentration (125mM NaCl) (Fig. 2B). We found that the transcript level of *PROAtCAPE1* started to show a noticeable decrease in the first 1h, reaching a minimum at 3h (Fig. 2B). This result showed that the downregulation of *PROAtCAPE1* is an early cellular response to salt stress. Interestingly, the expression level remained low up to 12h but recovered to a level close to that of wild type at 24h (Fig. 2B; see Discussion).

**Fig. 2.**
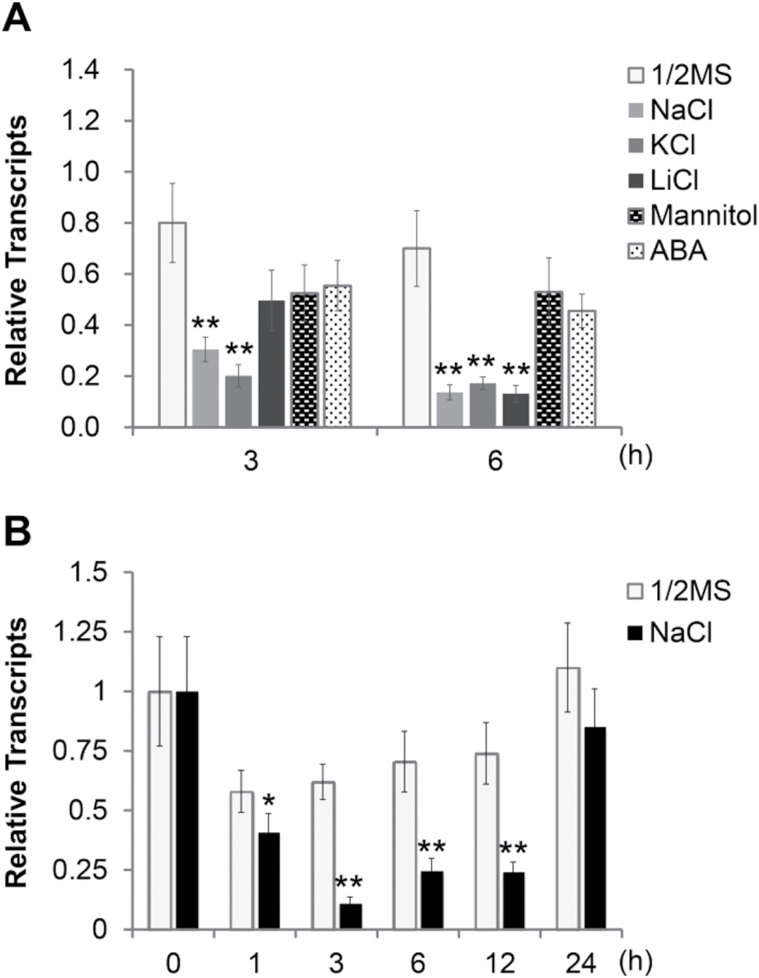
Levels of *PROAtCAPE1* transcripts under salinity. (A) Ten-day-old wild-type (Ler) seedlings were subjected to 150mM NaCl, 150mM KCl, 30mM LiCl, 300mM mannitol, and 100 μM abscisic acid (ABA). Relative transcripts indicate the normalized *PROAtCAPE1* level (*PROAtCAPE1*/*ACTIN2*) from each sample compared with that in wild type in medium alone (1/2MS) at 0h. The bar shown here is the mean of three biological repeats. Error bars indicate means±SEM (stress-treated wild-type versus untreated wild-type at different time points; Student’s *t*-test: **P≤0.01, *P≤0.05). (B) Ten-day-old wild-type seedlings were treated without (1/2MS) or with 125mM NaCl. Zero hours means that the seedlings were subjected to medium alone and harvested immediately. The bars shown here are the means from four biological repeats. Error bars indicate means±SEM (salt-treated wild-type versus untreated wild-type at different time points; Student’s *t*-test: **P,≤0.01, *P,≤0.05).

### AtCAPE1 negatively regulates salt tolerance

To test the physiological role of AtCAPE1 in response to salt stress, the growth of wild-type (Ler) and *proatcape1* mutant (T-DNA inserted knockout line with Ler background; Supplementary Fig. S2) in normal growth medium and medium containing NaCl for 20 d was compared (Supplementary Fig. S3, available at *JXB* online). The *proatcape1* mutant seedlings did not show a noticeable defect under normal growth conditions. In 100mM NaCl, more surviving seedlings with green and large-sized leaves were observed in *proatcape1* than in the wild type (Supplementary Fig. S3). In 125mM NaCl, neither wild-type nor *proatcape1* seedlings survived. We also tested whether exogenously supplied synthetic AtCAPE1 could restore the salt response of the *proatcape1* mutant (Supplementary Fig. S3). The presence of 1 μM synthetic AtCAPE1 partially restored the salt response, as shown by the reduced growth in 100mM NaCl to a level close to that in wild type (Supplementary Fig. S3). These results indicated that AtCAPE1 confers salt sensitivity on *Arabidopsis* and thus acts negatively on the salt-tolerance response.

Salt stress retards plant development and impairs seed germination (Greenway and Munns, 1980). We analysed these two responses in more detail in the *proatcape1* mutant. The growth response of the mutants was measured by subjecting 5-d-old wild-type and *proatcape1* seedlings to various concentrations of NaCl for a further 10 d (Fig. 3A). Although the treatment with 50 and 100mM NaCl caused the leaves of the wild-type and *proatcape1* seedlings to turn light green, no significant difference was observed between the two (Fig. 3A). Upon treatment with 125mM NaCl, *proatcape1* seedlings displayed greenish cotyledons and generated true leaves, whereas wild-type seedlings exhibited yellowish cotyledons and stunted growth (Fig. 3A). Neither Ler nor *proatcape1* seedlings survived following 150mM NaCl treatment (Fig. 3A). We further investigated the phenotype of salt-treated Ler and *proatcape1* subjected to various concentrations of peptides. Introduction of various concentrations (0, 0.01, 0.1, 1, and 10 μM) of synthetic AtCAPE1 into the medium did not cause any visible growth retardation. The effect of the peptide became clearly noticeable upon treatment with 125mM NaCl. Under this condition, a semi-quantitative analysis of the phenotypic severity observed with various concentrations of peptide was conducted by categorizing the plants into four classes. As shown in Fig. 3B, upon 125mM NaCl treatment, none of the wild-type seedlings survived (class I) after treatment for 10 d; similarly, the leaves of all the *proatcape1* seedlings turned totally yellow and stopped growing (class I) when subjected to an additional 10 μM synthetic AtCAPE1. In the presence of 1 and 0.1 μM peptide, 75% of the *proatcape1* seedlings died (class I) and 25% displayed either four yellow to pale green (class II) or four green (class III) leaves out of a total of six leaves, respectively (Fig. 3B). The peptide had a visible effect at concentrations as low as 0.01 μM (25% of seedlings in class I); when no peptide was supplemented, nearly 90% of the *proatcape1* mutants displayed five out of six green leaves (class IV) (Fig. 3B). The quantitative phenotype indicated that the negative effect caused by AtCAPE1 is dosage dependent.

**Fig. 3.**
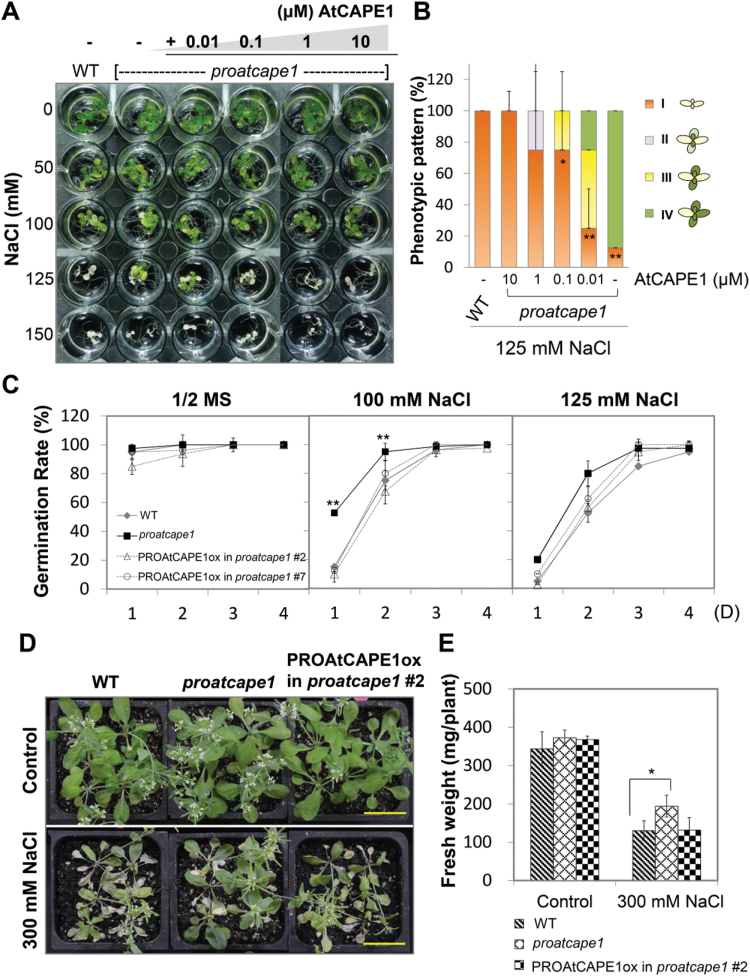
AtCAPE1 negatively regulates the salt-tolerance response. (A) Growth response of *proatcape1* mutants to salt stress and to AtCAPE1. Five-day-old seedlings were treated with various concentrations of NaCl in the absence (–) and presence (+) of various concentrations of synthetic AtCAPE1. The photograph was taken after treatment for another 10 d. (B) Semi-quantitative analysis of the phenotype of plants shown in (A). Each bar represents the mean percentage of the phenotypic pattern from two independent experiments. Error bars indicate means±SD. The phenotypic pattern according to leaf number and colour of seedlings was defined into categories I–IV as shown in the diagram (salt- and peptide- treated *proatcape1* versus salt-treated wild-type Ler; Student’s *t*-test: **P≤0.01, *P≤0.05). (C) Germination rates of *proatcape1* mutant and PROAtCAPE1ox in *proatcape1* transgenic plant seeds compared with the corresponding wild-type (Ler) seeds. Each value represents the percentage of germination (with 40 seeds) for four independent tests. Error bars indicate the means±SEM. (Student’s *t*-test: **P≤0.01, *P≤0.05). (D) Three-week-old plants were irrigated without (Control) and with 300mM NaCl three times for every second day. After that, plants were recovered with water for another one week. The photograph was taken then. (E) Shoot fresh weight was measured after treatments from (D). Data are shown as an average fresh weight from 36 plants. Error bars indicate means±SD. An asterisk indicates significant differences (*P≤0.05) between *proatcape1* mutant and wild-type Ler plants upon 300mM NaCl treatment.

We next examined the germination rates of wild-type and *proatcape1* mutant seeds on medium containing various concentrations of NaCl (Fig. 3C). When grown on a medium supplemented with 100mM NaCl, *proatcape1* seeds displayed significantly higher germination rates than wild-type (Ler) seeds at early time points (1–2 d, Fig. 3C). No significant difference was found when both types of seeds were sown on medium containing 125mM NaCl (Fig. 3C). To complement the phenotype of *proatcape1* under salinity, we generated a transgenic line of *proatcape1* harbouring a constitutive overexpression cassette for PROAtCAPE1 (named PROATCAPE1ox in *proatcape1*; Supplementary Fig. S2D). Two PROATCAPE1ox in *proatcape1* transgenic lines displayed a slower germination rate than *proatcape1* mutant seeds in the presence of 100mM NaCl for 1–2 d. Moreover, adult PROATCAPE1ox in *proatcape1* transgenic lines also displayed reduced resistance to salinity as compared with *proatcape1* mutants, with less fresh weight of shoots (Fig. 3D, E). These results indicated that overexpression of PROAtCAPE1 could counteract the salt resistance of the *proatcape1* mutant.

Taken together, the knockout mutant of *PROAtCAPE1* showed a reduced response in growth retardation and induced germination under high-salt conditions, whereas exogenous application of synthetic AtCAPE1 (Fig. 3A, B; Supplementary Fig. S3) or overexpression of peptide precursor (Fig. 3C–E) restored the salt response of *proatcape1* mutants. These results demonstrated that AtCAPE1 functions as a negative regulator of salt-stress tolerance in *Arabidopsis*.

### Transcriptome analysis reveals that AtCAPE1 negatively regulates the transcripts of salt-inducible genes

To gain insight into the mechanism by which AtCAPE1 regulates salt responses, we investigated the gene expression profiles of wild-type (Ler) and *proatcape1* mutant seedlings in the presence and absence of 125mM NaCl by microarray analysis (Fig. 4). 

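RNA from 10-day-old seedlings was labelled with Cy3 and hybridized to Agilent Arabidopsis arrays, 1 array per sample. There were 4 groups of 3 biological repeats, namely wild type and proatcape1 in medium alone (control) and wild type and proatcape1 in 125 mM NaCl (salt). The sample labels place the control seedlings at 0 h and the salt-treated seedlings at 12 h, so treatment and hours lie on the same arrays and each salt effect holds both. The deposited scanner files give a background-corrected intensity for each spot. Its log2 was taken relative to the 75th percentile of its array, the scaling that was also found in the authors' deposited normalized values. Following the paper's quality control, a probe was kept when all 3 arrays of at least 1 group had a signal over 100 with a coefficient of variation under 50%. The paper applied these limits to the raw signal, and here the background-corrected signal was used. The 28833 probes kept gave 19027 genes, each measured by its brightest probe. Between 71.6% and 78.6% of the probes of an array were well above background. A single limma fit over the 12 arrays estimated the mean of each group. Genes are said to rise or fall, or to be higher or lower, when the change was over 1.5-fold at an adjusted p of at most 0.05. Changes are in log2 with the standard error (SE) of the fit, from 3 arrays per group. For a gene with 1 group not well above background, the change is given as at least so many fold. This bound sets the mean of the brighter group against, on each array, the higher of the lowest well-above-background signal and the dim probe's own signal. A probe not above background can exceed that lowest signal, which is therefore no detection limit. The fold is thus an approximate bound and not a strict lower limit. The median salt effect over all genes was −0.11 in wild type and −0.13 in proatcape1. Each of the 3 slides held 1 array of each group, and slides 1 and 2 were scanned on 1 day and slide 3 on another, so counts with the slide as a block and values within slides are given beside the others. Genes that passed were chosen on these same arrays, so their shared direction within slides is partly set by that choice. Groups of genes come from 32 lists written before the data were examined, when the supplementary datasets of the paper had been seen. Of these, 31 were tested with limma's camera at a preset correlation of 0.01, and the adjusted p is repeated with a correlation estimated from the arrays. Seed storage and oil body proteins had 2 of 10 members past the filter, EM1 and EM6, and were not tested as a list.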

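Under salt, wild-type seedlings raised transcripts of dehydration protection, clade A phosphatases 2C, heat shock and suberin and lowered those of mitosis, root hairs and the evening clock. The increases among genes with a symbol were led by RD20 (AT2G33380), which rose by 9.64 (SE 0.32, adjusted p = 1.27e-09) on the log2 scale, SAG29 (AT5G13170), which rose by 9.38 (SE 0.26, adjusted p = 3.52e-10), and LEA7 (AT1G52690), which rose by 9.10 (SE 0.34, adjusted p = 2.93e-09). LEA4-5 rose at least 756-fold and BGLU27 at least 518-fold from controls that were not well above background. Decreases among genes with a symbol were largest for WCRKC1 (AT5G06690), at −5.77 (SE 0.11, adjusted p = 4.46e-11), and for the ABA receptor gene PYL6 (AT2G40330), at −5.58 (SE 0.12, adjusted p = 8.77e-11). PROAtCAPE1 itself (AT4G33730) fell, with a log2 change of −3.77 (SE 0.25, adjusted p = 1.8e-07). Of the 7 PROAtCAPE genes measured, 5 fell, the others being PROAtCAPE5 (−2.42), PROAtCAPE6 (−1.83), PROAtCAPE4 and PRB1, PROAtCAPE3 did not pass (−0.55, SE 0.50, adjusted p = 0.334) and PROAtCAPE2 rose by 0.72. Without wild type control replicate 1 the rise of PROAtCAPE2 was 0.56 (adjusted p = 0.00701), under 1.5-fold. Of 23 dehydration-responsive and LEA genes, 19 rose, RAB18 fell and 3 did not pass, with a median log2 change of 3.40 and EM1 at 7.14. All 8 clade A protein phosphatases 2C rose (median 3.35), HAI3 by 7.37 and HAI2 at least 218-fold. ABA synthesis and catabolism had 7 of 10 genes that rose, including NCED3 at 4.58 (SE 0.24, adjusted p = 2.77e-08) and CYP707A1 at 3.87, and none that fell. Among ABA receptors 6 of 9 fell (PYL4 −3.18) and PYL2 rose, and of 8 SnRK2 kinases and ABA-responsive bZIP factors OST1, AREB1, ABF3, ABF4 and ABI5 rose while SnRK2.2 and ABF1 fell. Proline and galactinol genes rose at 7 of 12 members, with GolS2 at 6.80 and P5CS1 at 5.00, and DIN10 fell. All 11 heat shock genes rose, HSP22 by 7.91 (SE 0.50, adjusted p = 1.07e-07), and all 5 DREB2 and CBF genes (DREB2A, DREB2B, CBF1, CBF2 and CBF3) rose, CBF2 by 2.81. Suberin genes rose at 11 of 13 members (MYB41 4.16, GPAT7 3.62), wax genes at 7 of 9 (WSD1 4.10) with CER4 lower, and senescence genes at 10 of 11 (SAG13 5.19) with NYC1 lower. General phenylpropanoid genes rose at 8 of 18 members with PAL3 lower, flavonoid genes at 8 of 14 (PAP1 6.74) and camalexin and indole genes at 5 of 7 (CYP71A12 4.67, CYP71A13, PAD3, WRKY33 and WRKY40). Mitotic genes fell at all 14 members (CYCB1;3 −1.54), root hair genes at 7 of 8 (PRP3 −2.87) and aliphatic glucosinolate genes at 7 of 14 (CYP79F2 −2.33). Evening clock genes fell at all 9 members (PRR3 −3.77, ELF4 −3.86), and 5 of 6 morning clock genes rose (LHY 5.57, CCA1 5.20, RVE1, RVE8 and PRR9) while PRR7 fell. All 8 salt-inducible genes that the paper measured by qRT-PCR rose, from ABI5 at 1.13 to RD20, but the study chose them, so they are not independent evidence. NCED3, ABA2 (1.00) and ABA3 (0.59) rose, the last under 1.5-fold without wild type control replicate 2 (0.48, adjusted p = 3.1e-05) or wild type salt replicate 1 (0.55, adjusted p = 0.000454). These counts were the same adjusted over the list alone. In camera's test 19 of the 31 lists passed, from dehydration (adjusted p = 2.8e-08, but adjusted p = 0.229 with an estimated correlation) to NCED3, ABA2 and ABA3 (adjusted p = 0.0156). None passed with an estimated correlation, where the same 19 had adjusted p = 0.147 to 0.436. The 12 others included ABA receptors (adjusted p = 0.053), SnRK2 and bZIP genes (0.192), aldehyde dehydrogenases (0.197), ion transport (0.235), PROAtCAPE genes (0.114), expansins (0.552) and iron deficiency genes (0.818). Antioxidant enzymes went both ways, with APX2 (6.06) and CAT2 (1.76) higher and CAT3, FSD2 and FSD3 lower (adjusted p = 0.895, median −0.14 where the test's direction was up). Over all genes 3328 rose and 4141 fell (3329 and 4142 with the slide as a block), 39.3% of those tested. Within slides 1, 2 and 3, 7467, 7456 and 7461 of the 7469 changed in that direction, and each of the 19 lists kept the sign of its median on all 3 slides.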

First, we identified 3495 and 4412 genes that were up- and downregulated, respectively, by over 1.5-fold in the wild type after 12h of treatment in 125mM NaCl (Fig. 4A; Supplementary dataset I, available at *JXB* online). This observation was in agreement with previous reports that salt treatment leads to a large change in the gene expression profile and is involved in many physiological processes (Kreps *et al.*, 2002; Seki *et al.*, 2002; Jiang and Deyholos, 2006). 

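In proatcape1, SAG29 rose by 10.31 (SE 0.26, adjusted p = 1.42e-10), RD20 by 9.70 (SE 0.32, adjusted p = 8.75e-10) and LEA7 by 9.17, while LEA4-5 rose at least 1070-fold and the transcription factor genes RRTF1 and BHLH92 at least 364-fold and 336-fold. Decreases were largest for WCRKC1 at −6.04 (SE 0.11, adjusted p = 2.39e-11), PYL6 at −5.87 (SE 0.12, adjusted p = 4.55e-11) and MEE14 at −5.10. PROAtCAPE1 was not above background on any proatcape1 array, so its salt effect has no fold here. Of the 6 other PROAtCAPE genes, PROAtCAPE5 (−2.29), PRB1 (−1.60) and PROAtCAPE6 (−1.54) fell and none rose. Dehydration and LEA genes rose at 20 of 23 members and RAB18 fell (20 and 2 adjusted over the list alone), with a median of 3.40. All 8 phosphatases 2C rose (median 3.75, HAI1 7.35, HAI3 7.49), as did 9 of 10 genes of ABA synthesis and catabolism (median 1.66, NCED3 4.69). Receptor genes of ABA fell at 6 of 9 members, and the same 5 of 8 kinase and bZIP genes as in wild type rose while SnRK2.2, SnRK2.3 and ABF1 fell. Phenylpropanoid genes rose at 12 of 18 members and PAL3 fell (median 0.81), with CCR2 at 2.67 and CAD5 at 2.52. Suberin genes rose at 12 of 13 members, flavonoid genes at 9 of 14 with MYB111 lower, wax genes at 7 of 9 and the same 5 of 7 camalexin and indole genes as in wild type, CYP71A13 at least 24.6-fold. All 11 heat shock genes (median 3.72, HSP17.4 7.13) and all 5 DREB2 and CBF genes (median 1.99, CBF2 3.86) rose, with 7 of 12 osmolyte genes (P5CS1 5.64, GolS2 6.71) and 9 of 11 senescence genes (SAG13 6.01). Among 22 light-harvesting and Rubisco small subunit genes 4 rose, LHCB2.4 by 2.26, LHCB2.1 by 1.80, LHCB4.2 and LHCB4.3, and none fell (median 0.08, and 0.03 under quantile normalization). Falls covered all 14 mitotic genes (median −1.34), all 8 root hair genes (median −2.01), 7 of 14 aliphatic glucosinolate genes (median −0.58) and all 9 evening clock genes (median −2.90). In the morning clock 5 of 6 genes rose, CCA1 by 6.57 (SE 0.11, adjusted p = 1.77e-11) and LHY by 6.54, with RVE1, RVE8 and PRR9, and PRR7 fell. All 8 genes of the qRT-PCR list rose (median 4.09), a list the study chose, which is not independent evidence, and of the other genes named in the paper NCED3 and ABA2 rose. Apart from dehydration, counts adjusted over the list alone were unchanged. In the list test 20 of 31 lists passed, from dehydration (adjusted p = 1.82e-07) to light harvesting (adjusted p = 0.0238), and with an estimated correlation the same 20 had adjusted p = 0.182 to 0.594. Lists that did not pass were ABA receptors (adjusted p = 0.0737), kinase and bZIP genes (0.18), aldehyde dehydrogenases (0.299), antioxidant enzymes (0.881), ion transport (0.251), expansins (0.729), iron deficiency (0.799), phosphate starvation (0.68), salicylic acid defence (0.91), jasmonate and ethylene defence (0.0806) and PROAtCAPE genes (0.418). In all, 3730 genes rose and 4988 fell in proatcape1 (3734 and 4989 with the slide as a block), 45.8% of those tested, and 8716, 8714 and 8714 of the 8718 changed in that direction within slides 1, 2 and 3.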

In the mutant, 3975 and 5284 genes were up- and downregulated, respectively, by over 1.5-fold under salinity (Fig. 4A; Supplementary dataset II, available at *JXB* online). The result showed that the overall sensitivity of plants to salt stress was increased in the mutant, as more genes were affected in the mutant than in the wild type. 

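More genes responded to salt in proatcape1 than in wild type, by a ratio of 1.167, and most of them changed in the same direction in both genotypes. Of the genes that rose, 3141 were shared, 187 rose in wild type alone and 589 in proatcape1 alone. Of those that fell, 3882 were shared, 259 fell in wild type alone and 1106 in proatcape1 alone. The 589 genes had a median log2 change of 0.73 in proatcape1 and 0.46 in wild type, and the 1106 genes −0.70 and −0.48, so many of them lay close to the 1.5-fold threshold in wild type. The difference between the salt effects, tested as an interaction, passed for 49 of the 589 and 41 of the 1106. PBS3 (AT5G13320), a gene of salicylic acid metabolism, fell in wild type (−1.34, SE 0.43, adjusted p = 0.0143) and rose in proatcape1 (2.08, SE 0.43, adjusted p = 0.000909). AT1G44130, AT2G20142, AT3G48640, AT5G25260 and AT5G64120, named after their values were seen, also fell in wild type and rose in proatcape1, and at AT5G64120 the interaction did not pass (adjusted p = 0.052). The opposite directions of these 6 genes were not repeated with single arrays left out. Over all genes the interaction was higher at 241 and lower at 247 (247 and 253 with the slide as a block), with the same direction within each of the 3 slides for these 488 genes. On the slides of scan day 1 alone, a setting chosen after the data were seen, 16 were higher and 3 lower, and without the filter on dim probes 105 and 122. The higher count moved over 1.5-fold, to 396 without wild type salt replicate 1, 146 without wild type control replicate 3, 130 and 115 without proatcape1 control replicates 1 and 3, 126 and 118 without wild type salt replicates 2 and 3, and 112 and 151 without proatcape1 salt replicates 1 and 2. The lower count likewise became 414 without wild type salt replicate 1, 152 and 95 without proatcape1 control replicates 1 and 3, 103 and 125 without wild type salt replicates 2 and 3, and 106 without proatcape1 salt replicate 1. Through the origin, the salt effects in proatcape1 had a slope of 1.072 on those in wild type, with a correlation of 0.971 across genes, which are not independent replicates. Within slides 1, 2 and 3 this slope was 1.001, 1.08 and 1.068, and the ratio of genes over 1.5-fold was 1.078, 1.236 and 1.185. In 100 simulations, the mean of salt-treated proatcape1 was set to that of salt-treated wild type, with noise independent between genes. The slope then had a mean of 0.9797 and was at most 0.9857. The control groups kept their observed means there, so this is not the slope of a mutant unchanged in both conditions. When genotype labels were exchanged within treatments, 6 of 100 exchanges, the real one included, gave a slope as high with either group of arrays taken as the mutant, and 3 of 32 did so when exchanged within slides and treatments, both counted after the results were seen. From the larger number of genes affected in the mutant, the paper concludes that the overall sensitivity of plants to salt stress was increased in it. 

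**Figure D1:**
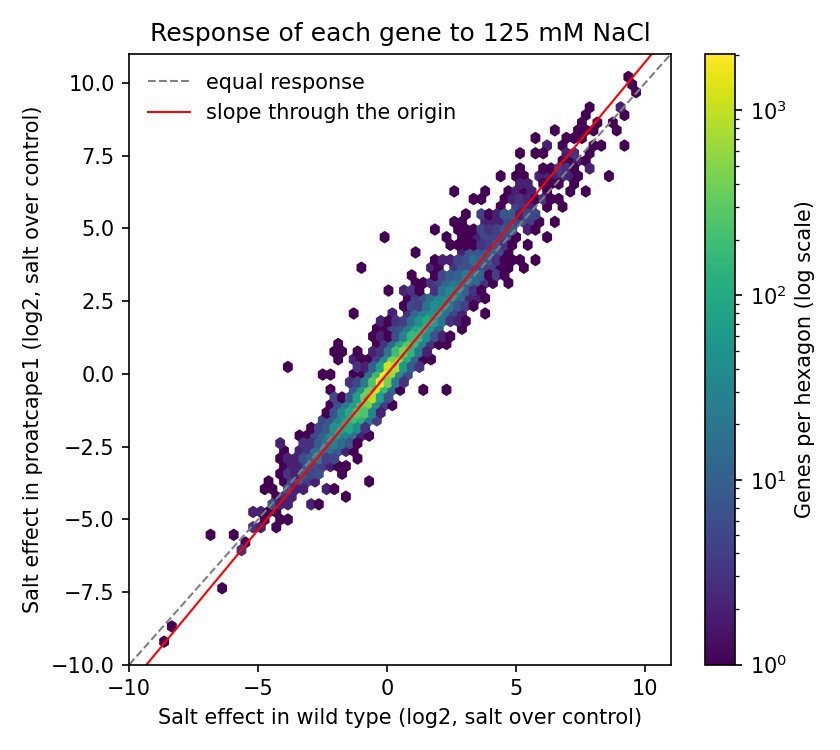
Salt effect of each of the 19027 genes in wild type (x axis) and in proatcape1 (y axis), as log2 of salt over control. Colour gives the number of genes per hexagon on a log scale, the dashed grey line is an equal response and the red line is the slope of 1.072 through the origin, and most genes lie along both lines.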

We then compared the genes that were differentially expressed in the wild type and mutant. 

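In medium alone, PROAtCAPE1 (AT4G33730) had processed signals of 641, 869 and 590 on the 3 wild-type arrays. On the 3 proatcape1 arrays its signals of 5.98, 3.88 and 3.23 were not above background, at least 153-fold lower. Genes higher in proatcape1 in this condition included PAP24 (AT4G24890) by 5.10 (SE 0.12, adjusted p = 8.73e-09), the potassium transporter gene HAK5 (AT4G13420) by 2.68 (SE 0.25, adjusted p = 0.000171) and the flowering repressor FLC (AT5G10140) by 2.45 (SE 0.27, adjusted p = 0.000738). DDB1B was lower by at least 279-fold, and the stress-inducible genes CML37 and ZAT7 were lower by log2 changes of −2.21 (SE 0.28, adjusted p = 0.00176) and −2.13 (SE 0.23, adjusted p = 0.00053). Of 6 morning clock genes CCA1 (−1.16, SE 0.11, adjusted p = 0.000191) and LHY (−0.88, SE 0.16, adjusted p = 0.0111) were lower, 3 when adjusted over the list alone, and the list median was −0.73 (−1.03 to −0.27 within slides and −0.38 with normexp background correction). With the mean of its probes in place of the brightest, CCA1 did not pass (−0.25, adjusted p = 0.431), and with normexp background correction LHY was lower by less than 1.5-fold (−0.53, adjusted p = 0.0158). None of the 9 evening clock genes differed (median −0.01, adjusted p = 0.758). Among 9 jasmonate and ethylene defence genes PDF1.2a, PDF1.2b and PDF1.2c (1.38, SE 0.23, adjusted p = 0.00794) were higher, 5 when adjusted over the list alone. Of 9 genes listed here under salicylic acid defence, only FRK1 (−1.81, SE 0.37, adjusted p = 0.0193) passed, and it was lower. This 1 gene does not by itself show lower salicylic acid defence. With the slide as a block PDF1.2a did not pass (adjusted p = 0.0782), and PR2 was higher (1.18, adjusted p = 0.0055 against 0.265 without the block). The call of PDF1.2b (1.49, SE 0.29, adjusted p = 0.0146) ended without wild type control replicate 1 or 3 or proatcape1 control replicate 2 (adjusted p = 0.0528 to 0.0564), and that of FRK1 without wild type control replicate 1 or 3 (adjusted p = 0.0775 to 0.081). Flavonoid genes DFR (0.89), LDOX and UGT79B1 were higher among 14 measured, 4 when adjusted over the list alone, and UGT79B1 did not pass without any 1 of wild type control replicates 1 or 3 or proatcape1 control replicates 1, 2 or 3 (adjusted p = 0.0716 to 0.117). Of 18 ion transport genes HAK5 was higher and SKOR lower (2 and 1 adjusted over the list alone), with SKOR not past the test without any 1 of wild type control replicate 3 or proatcape1 control replicates 1, 2 or 3 (adjusted p = 0.0509 to 0.0712). HAI2 was at least 2.83-fold higher and HAI1 higher by 0.73 (SE 0.18, adjusted p = 0.0405) among 8 phosphatases 2C, both also when adjusted over the list alone, but with the slide as a block HAI1 did not pass (adjusted p = 0.056), nor did it without any 1 array other than wild type control replicate 2 or wild type salt replicates 1 or 2 (adjusted p = 0.0553 to 0.144). No dehydration and LEA gene of 23 passed (2 higher adjusted over the list alone), with a median of 0.31 (0.205 with normexp), and no glucosinolate or phosphate starvation gene passed either, at medians of 0.15 and 0.32. Of 13 suberin genes FAR1 was higher (0.60), under 1.5-fold without wild type control replicate 1 (0.57, adjusted p = 0.00691) or proatcape1 control replicate 2 (0.53, adjusted p = 0.00557). From the qRT-PCR list, whose choice by the study makes it no independent evidence, GolS2 was higher by 1.08 (SE 0.23, adjusted p = 0.0205), a call that ended without any 1 of wild type control replicates 1 or 3 or proatcape1 control replicates 1, 2 or 3 (adjusted p = 0.0533 to 0.0739). With normexp background correction GolS2, HAI1 and HAI2 did not pass (adjusted p = 0.0958 to 0.34). Camera's test passed for the morning clock (adjusted p = 5.97e-07) and 10 other lists, namely suberin (0.000285), jasmonate and ethylene defence (0.000565), ion transport (0.00113), salicylic acid defence (0.00375), flavonoids (0.00375), phosphate starvation (0.00454), glucosinolates (0.00624), dehydration (0.00709), the qRT-PCR genes (0.00852) and phosphatases 2C (0.0136). With an estimated correlation these 11 had adjusted p = 0.241 to 0.67. With the slide as a block mitosis (adjusted p = 0.0256 against 0.0585) and heat shock (0.0475 against 0.0584) passed as well. In all 185 genes were higher and 219 lower in proatcape1 (166 and 196 with the slide as a block), 2.12% of those tested, and all 404 had the same direction within each slide. In a test of each gene by itself 9 were higher and 13 lower. The higher count was 123 without wild type control replicate 1 and 284 without replicate 2, and the lower count 120 without wild type control replicate 3 and 136 without proatcape1 control replicate 3.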

Under normal conditions, 245 and 292 genes were up- and downregulated by over 1.5-fold in the mutants (Fig. 4B; Supplementary dataset III, available at *JXB* online). In contrast, after 12h of treatment with 125mM NaCl, 587 and 378 genes were up- and downregulated by over 1.5-fold in the mutants (Fig. 4B; Supplementary dataset IV, available at *JXB* online). 

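After 12 h in 125 mM NaCl the difference between proatcape1 and wild type covered 885 genes, 4.65% of those tested, with 518 higher and 367 lower in proatcape1 (524 and 366 with the slide as a block). PROAtCAPE1 had processed signals of 56.6, 44.5 and 48.3 in salt-treated wild type and 3.99, 6.36 and 2.97, not above background, in salt-treated proatcape1, at least 9.41-fold lower. Of the 8 salt-inducible genes that the paper measured by qRT-PCR, 7 were higher in proatcape1 (8 adjusted over the list alone), and the study's choice of these genes makes them no independent evidence. GolS2 (AT1G56600) was higher by 1.00 (SE 0.23, adjusted p = 0.00847) and P5CS1 (AT2G39800) by 0.90 (SE 0.15, adjusted p = 0.00231). The bZIP factor genes AREB1 (AT1G45249) and ABI5 (AT2G36270) were higher by 0.64 (SE 0.11, adjusted p = 0.00302) and 0.68 (SE 0.14, adjusted p = 0.0051). RD29B was higher by 0.76 (SE 0.20, adjusted p = 0.0148), ALDH7B4 by 0.63 (SE 0.12, adjusted p = 0.00334) and RD22 by 0.59 (SE 0.13, adjusted p = 0.00791), whereas RD20, at 0.86 (SE 0.32, adjusted p = 0.0613), did not pass. Without wild type salt replicate 2 the changes of AREB1 (0.50), ABI5 (0.55), ALDH7B4 (0.50), RD29B (0.53) and RD22 (0.48) were under 1.5-fold. Without proatcape1 salt replicate 1 RD29B had adjusted p = 0.0533 and ALDH7B4 (0.58) and RD22 (0.56) were under 1.5-fold, as was RD22 without wild type salt replicate 3 (0.58), and under quantile normalization ALDH7B4 (0.53) and RD22 (0.50) were too. On the slides of scan day 1 alone, a setting chosen after the data were seen, P5CS1 was the only 1 of the 7 to pass (adjusted p = 0.0531 to 0.139 for the others). In a test of each gene by itself, with no variance shared across genes, none of the 7 passed (adjusted p = 0.0702 to 0.131) and 66 genes were higher and 29 lower over the array. The list median was 0.72 (0.47 to 0.95 within slides, adjusted p = 0.000131, and adjusted p = 0.433 with an estimated correlation). Among genes with a symbol the largest differences were PAP24, higher by 4.54 (SE 0.12, adjusted p = 2.92e-08), MRD1 (AT1G53480), higher by 4.07 (SE 0.18, adjusted p = 6.7e-07), and DDB1B, lower with a log2 difference of −6.59 (SE 0.50, adjusted p = 4.27e-05). FLC (2.66) and the metal transporter gene HMA2 (at an adjusted p = 1.7e-06) were higher, and BGLU28 (−2.79, SE 0.31, adjusted p = 0.000455) was lower. UBP21 (−1.99), AGD9 (−1.53) and MYC3 (−1.56), adjacent loci on chromosome 5, were lower in proatcape1 under salt and also in medium alone. In both conditions the difference passed in the same direction at 150 genes, 115 higher and 35 lower, where independent lists would share 9.26. Within slides 1, 2 and 3, 883, 885 and 883 of the 885 had the direction of the call. Without wild type salt replicate 1 the lower count was 568. 

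**Figure D2:**
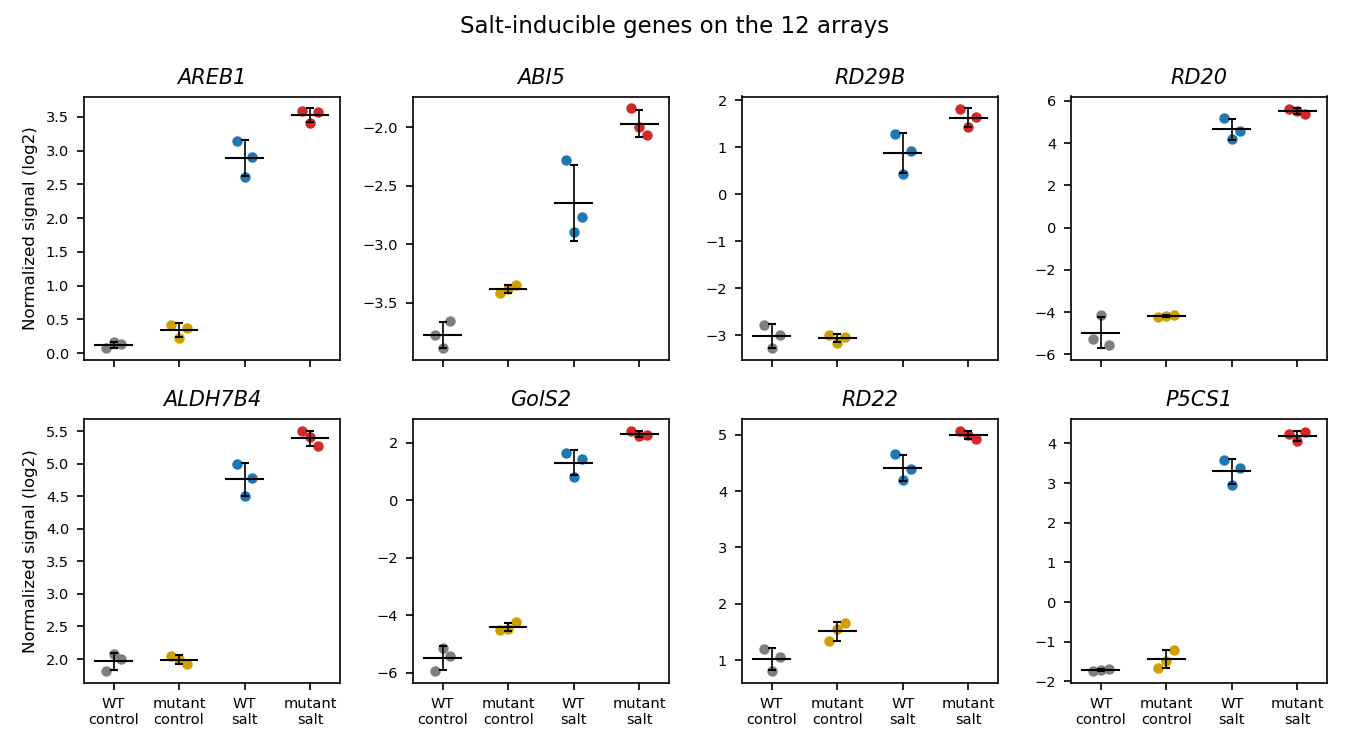
Normalized signal (log2, y axis) of the 8 salt-inducible genes the paper measured by qRT-PCR, in wild type and proatcape1 under control and salt conditions (x axis). Dots are single arrays (n = 3), lines the mean and bars the SD, and the salt-treated proatcape1 mean lies above the salt-treated wild-type mean in all 8 genes, by 0.59 (RD22) to 1.00 (GolS2).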

The result showed that more genes were upregulated under high salinity. 

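Under salt 58.5% of the genes that differed were higher in proatcape1, against 45.8% in medium alone. Phosphate starvation genes were the list with the most of these by count, though not by share, with 8 of 11 higher under salt (8 adjusted over the list alone) and none lower. PECP1 (AT1G17710) was higher by 1.50 (SE 0.30, adjusted p = 0.00532) and MGD3 (AT2G11810) by 1.18 (SE 0.15, adjusted p = 0.000828), with PHT1;1, AT4, SPX1, PAP17, MGD2 and PS2, while PHT1;4 (0.53) did not pass. Their median was 0.77 (0.65 to 0.90 within slides, adjusted p = 2.05e-06 in the list test and adjusted p = 0.433 with an estimated correlation). Defence genes PDF1.2a (2.01, SE 0.34, adjusted p = 0.00259), PDF1.2b (1.83) and PDF1.2c were higher among 9 of jasmonate and ethylene defence (list adjusted p = 0.0075, and adjusted p = 0.433 with an estimated correlation). Salicylic acid defence held PR2 (2.15, SE 0.55, adjusted p = 0.0142) and WRKY70 (0.75, SE 0.20, adjusted p = 0.0172) higher among 9 genes and did not pass as a list (adjusted p = 0.533), and outside the list PBS3 was higher by 1.94 (SE 0.43, adjusted p = 0.00803). PR2 did not pass without wild type salt replicate 2 (adjusted p = 0.0538) or proatcape1 salt replicate 3 (adjusted p = 0.0509), nor WRKY70 without wild type salt replicate 2 or 3 or proatcape1 salt replicate 3 (adjusted p = 0.0561 to 0.0603). Counts in these defence lists were unchanged when adjusted over the list alone. Of 11 senescence genes SGR2 (1.25, SE 0.19, adjusted p = 0.0018) was higher (list median 0.37, adjusted p = 0.00765), and of 22 light-harvesting and Rubisco genes LHCB4.3 (1.01, SE 0.08, adjusted p = 6.69e-05), with a list median of 0.20 that was 0.03 under quantile normalization (adjusted p = 3.65e-08). No mitotic gene of 14 passed, at a median of −0.23 (adjusted p = 0.000709). With an estimated correlation these 3 lists had adjusted p = 0.433 to 0.444. Heat shock genes HSP18.2 (0.61) and HSP23.6 (−1.19) went opposite ways, the former not past the test with the slide as a block (adjusted p = 0.0602) or without any 1 array other than wild type salt replicate 1 (adjusted p = 0.0561 to 0.166). As lists heat shock (adjusted p = 0.579), the morning clock (0.533), the evening clock (0.31) and iron deficiency (0.189) did not pass. The balance between higher and lower genes depended on the setting in both conditions. Without a fold threshold 2792 genes were higher and 3682 lower in proatcape1 under salt (43.1% higher), and on the slides of scan day 1 alone 253 were higher and 260 lower (49.3%). In medium alone the share was 56.9% without a fold threshold and 51.5% on the slides of scan day 1. It was also over 50% there with no filter on dim probes (52.2%), with well above background as the filter (52.1%), with only the 6 arrays compared (51.6%) and without wild type control replicate 3 (51.4%) or proatcape1 control replicate 3 (55.1%). In the other settings it was 37.8% to 49.7% in medium alone, and apart from the 2 settings named first 54.1% to 71.1% under salt.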

As the mutant displayed salt tolerance, it is likely that these upregulated genes in the mutant under high salinity contribute to the salt-tolerant phenotype. 

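Genes of ABA signalling that differed under salt were mostly higher in proatcape1, by modest amounts. Whether ABA signalling itself was raised cannot be read from these transcripts. Among 8 clade A phosphatases 2C, HAI1 (AT5G59220) was higher by 0.89 (SE 0.18, adjusted p = 0.00496), and AHG3 and HAI2 (0.74, SE 0.23, adjusted p = 0.0324) were higher (4 adjusted over the list alone), while ABI2 (0.56) did not pass. HAI2 did not pass without any 1 of wild type salt replicates 2 or 3 or proatcape1 salt replicates 1 or 3 (adjusted p = 0.0768 to 0.124). Of 8 kinase and bZIP genes of ABA signalling only AREB1 and ABI5 were higher, both also chosen by the study for qRT-PCR. The receptor gene PYL6 (−0.74, SE 0.12, adjusted p = 0.00221) was lower among 9 receptors, and with normexp background correction it did not pass (−0.24, adjusted p = 0.0806). None of 10 genes of ABA synthesis and catabolism passed (median 0.29), while NCED9 was higher with the slide as a block (0.73, adjusted p = 0.0281). Of 23 dehydration and LEA genes RD29B, RD22 and LEA7 (1.01, SE 0.34, adjusted p = 0.0438) were higher, the first 2 from the qRT-PCR list, and LEA7 did not pass with the slide as a block (adjusted p = 0.0561) or without any 1 of wild type control replicate 3 or wild type salt replicates 2 or 3 or proatcape1 control replicate 3 or proatcape1 salt replicates 1, 2 or 3 (adjusted p = 0.0561 to 0.162). Flavonoid genes TT8 (0.90, SE 0.21, adjusted p = 0.0105), DFR (0.71), LDOX and PAP1 were higher among 14, and 4CL5 (0.60) among 18 phenylpropanoid genes, and PAP1 did not pass with the slide as a block (adjusted p = 0.0729). Without wild type salt replicate 3 DFR (0.58) was under 1.5-fold, as was 4CL5 without wild type salt replicate 2 or proatcape1 salt replicate 1 or 3 and with normexp or quantile normalization (0.55 to 0.58). CBF1 (0.88, SE 0.27, adjusted p = 0.0287) was higher among 5 DREB2 and CBF genes (2 adjusted over the list alone) and did not pass without any 1 of wild type salt replicate 3 or proatcape1 salt replicates 1 or 2 (adjusted p = 0.0604 to 0.1), and with the slide as a block CBF2 was higher too (0.66, adjusted p = 0.0338). HAK5 was higher by 1.24 (SE 0.25, adjusted p = 0.00496) among 18 ion transport genes, FSD2 (−0.61) lower among 11 antioxidant enzymes, and EXPA10 (−0.74) lower among 8 expansins. FSD2 was under 1.5-fold without proatcape1 salt replicate 1 (−0.54) or wild type salt replicate 3 (−0.55). No wax or suberin gene passed, at medians of 0.31 and 0.18. HAI1 (0.73), HAI2 (at least 1.50), DFR (0.89), LDOX (0.78), HAK5 (2.68) and GolS2 were also higher in medium alone. For these genes the difference was not confined to salt. The other genes named here that passed under salt did not pass in the same direction in medium alone. Counts in lists with no second count were unchanged when adjusted over the list alone. Lists that passed camera's test were phosphatases 2C (median 0.59, 0.38 to 0.87 within slides, adjusted p = 0.000299), dehydration (median 0.33, adjusted p = 0.000244), flavonoids (median 0.39, adjusted p = 0.000709), phenylpropanoids (0.0075), ion transport (0.00783), suberin (0.0142), kinase and bZIP genes (0.0189), ABA synthesis and catabolism (0.0296) and wax (0.0386). With an estimated correlation they had adjusted p = 0.433 to 0.56, and none passed. Osmolyte genes, with P5CS1 and GolS2 higher of 12 measured, did not pass (adjusted p = 0.0547), nor did aldehyde dehydrogenases (0.321), antioxidant enzymes (0.882), ABA receptors (0.333), DREB2 and CBF genes (0.084) or expansins (0.882). The members of the GO terms in Table 2 were not used here, so the lists stand beside those terms and do not retest them.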

As analysed by Gene Ontology (GO) (Huang *et al*., 2009*a*, *b*), the gene products of these genes could be described by GO terms including ‘response to water deprivation’, ‘response to abscisic acid stimulus’, and ‘response to salt stress’ (Table 2).

**Table 2.** GO analysis ^*a*^ of the 587 differentially upregulated genes in proatcape1 under salt conditions

Biological function^*b*^	Number of genes^*c*^	*P* value
Cellular amino acid derivative metabolic process	21	2.51E–06
Phenylpropanoid metabolic process	20	2.61E–09
Lipid biosynthetic process	19	3.61E–03
Cellular lipid metabolic process	19	1.48E–02
Cellular amino acid derivative biosynthetic process	18	9.05E–07
Aromatic compound biosynthetic process	18	3.73E–06
Phenylpropanoid biosynthetic process	17	1.36E–08
Response to salt stress	16	1.32E–02
Response to fungus	16	4.95E–02
Response to abscisic acid stimulus	15	3.32E–03
Response to water deprivation	13	4.05E–04
Response to reactive oxygen species	12	2.08E–04
Response to bacterium	12	1.60E–02
Innate immune response	12	3.47E–02
Response to cold	11	2.85E–02

^*a*^ The selected salt-responsive genes were uploaded into DAVID Bioinformatics Resources 6.7 (Huang *et al*., 2009*a*, *b* ) for GO analysis. The biological functions categorized by GO analysis were selected by level four.

^*b*^ The top 15 most abundant biological process categories are shown.

^*c*^ Number of genes (from a total of 587 genes) displayed for each category.

**Fig. 4.**
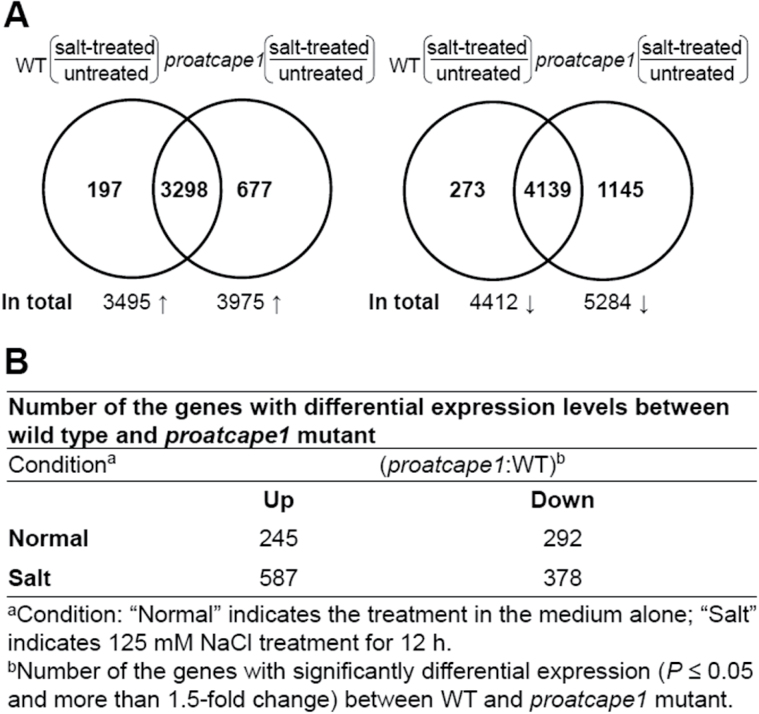
Number of genes differentially expressed in wild type (Ler) and the *proatcape1* mutant under high salt. (A) Numbers indicate the genes with significantly differential expression (*P*≤0.05 and a greater than 1.5-fold change) between the indicated data sets derived from microarray analysis. (B) Number of genes with differential expression levels between wild type and the *proatcape1* mutant under normal and salt (12h of treatment in 125mM NaCl) conditions (*P*≤0.05 and a greater than 1.5-fold change).

We further confirmed some of the salt-inducible genes regulated by AtCAPE1. The *ACTIN2* transcript was used as an internal control in this experiment as its expression did not respond to salinity (Fig. 5A). *ABA-responsive element binding protein 1* (*AREB1*) (Fujita *et al.*, 2005) and *ABA-INSENSITIVE 5* (*ABI5*) (Finkelstein and Lynch, 2000) are well-characterized basic leucine zipper transcription factors involved in ABA signalling under drought and high-salinity conditions (Uno *et al.*, 2000; Nakashima and Yamaguchi-Shinozaki, 2013 m). The expression level of the *AREB1* gene was highly upregulated by salt by around 13-fold in the wild type (Fig. 5B), which is in agreement with previous reports (Uno *et al.*, 2000; Fujita *et al.*, 2005). The *proatcape1* mutation resulted in a further increase in *AREB1* of around 2-fold compared with that in the wild type under salinity. However, the increased expression of *AREB1* in the mutant was completely restored to the wild-type level by exogenous treatment with AtCAPE1 (Fig. 5B). A similar trend was found in the regulation of the *ABI5* gene (Fig. 5B), although the *ABI5* expression was low after seedling establishment (Nakashima and Yamaguchi-Shinozaki, 2013). AtCAPE1 also negatively regulated the expression of high-salt-inducible downstream genes, including the genes for the enzymes involved in osmoprotectant biosynthesis [*Δ* ^*1*^ *-PYRROLINE-5-CARBOXYLATE SYNTHASE 1* (*P5CS1*) (Yoshiba *et al.*, 1999); and *GALACTINOL SYNTHASE* (*GolS2*) (Taji *et al.*, 2002)], for detoxification [*ALDEHYDE DEHYDROGENASES 7B4* (*ALDH7B4*) (Kirch *et al.*, 2004; Kotchoni *et al.*, 2006)], and for the dehydration response [*RD22*, *RD20* (also known as *CLO3*), and *RD29B* (Yamaguchi-Shinozaki and Shinozaki, 1993; Ingram and Bartels, 1996; Takahashi *et al.*, 2000)] (Fig. 5C). Taken together, these results indicated that the negative role of AtCAPE1 in salt tolerance is through downregulation of the salt-tolerance genes involved in salt-stress resistance. A further investigation of the levels of *RD29B* transcripts regulated by various concentrations of AtCAPE1 (0.5, 5, 50, and 500nM and 5 μM) in *proatcape1* mutants upon salinity indicated that, when introducing 50–500nM AtCAPE1 to the mutants, the induced *RD29B* genes in mutant lines were suppressed to the same level as that of the wild type upon salt stress (Supplementary Fig. S4, available at *JXB* online). However, an increasing peptide concentration (5 μM) did not show more suppression (Supplementary Fig. S4). This result suggested that the AtCAPE1 level in wild-type plants in response to salinity may have reached the maximum suppression efficacy for *RD29B* expression.

**Fig. 5.**
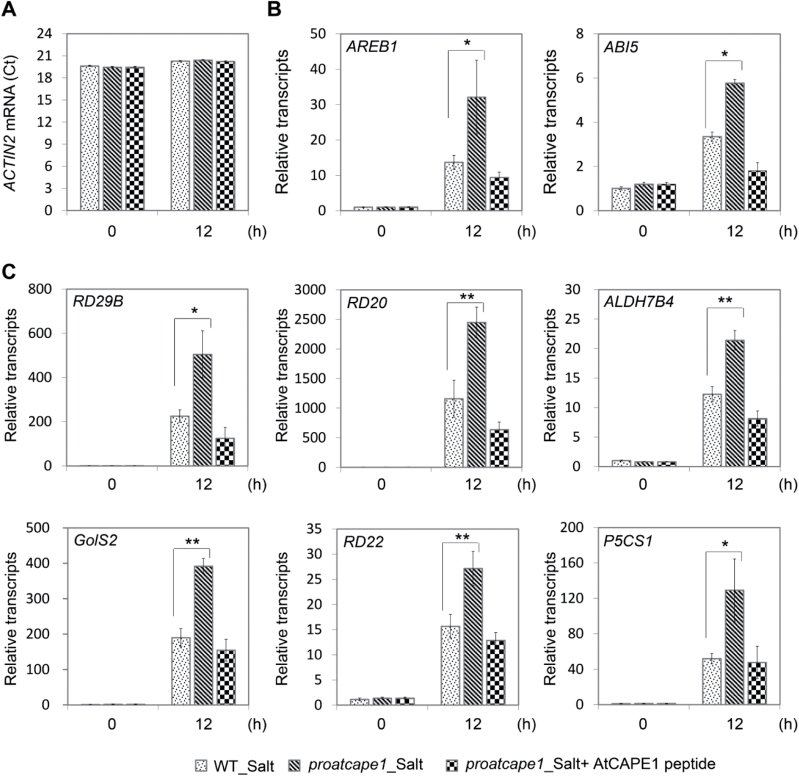
Expression of various salt-inducible genes is downregulated by AtCAPE1. Ten-day-old seedlings were treated without and with salt for 12h. The transcript levels of the selected salt-inducible genes in wild-type (Ler) and *proatcape1* mutant seedlings were determined by qRT-PCR: *ACTIN2* (A), *AREB1* and *ABI5* (B), and *RD29B*, *RD20*, *ALDH7B4*, *GolS2*, *RD22*, and *P5CS1* (C). Zero hours means that the seedlings were subjected to the medium indicated and harvested immediately. For *proatcape1*, the mutants were subjected to either 125mM NaCl (*proatcape1*_Salt) or 125mM NaCl in the presence of 500nM AtCAPE1 peptide (*proatcape1*_Salt+AtCAPE1 peptide). The mean values from four biological repeats are shown. Error bars are means±SEM (*proatcape1* versus Ler upon salt treatment; Student’s *t*-test: **P≤0.01, *P≤0.05).

### Production of AtCAPE1 is post-translationally regulated under saline conditions

A series of molecular mechanisms converting the signal into phenotypic resistance to salinity in plants is initiated in the root and systemically transmitted to the shoot (Munns and Tester, 2008; Roy *et al.*, 2014). Thus, the expression of *PROAtCAPE1* in different tissues was examined to reveal how *PROAtCAPE1* functions in response to salinity. Based on RT-PCR analysis, the *PROAtCAPE1* gene was found to be expressed most highly in the roots and was barely detected in above-ground tissues except for the silique (Fig. 6A). In comparison with the wild type under normal conditions, slightly shorter primary roots were observed in *proatcape1* seedlings (Supplementary Fig. S5E, available at *JXB* online). This phenotype suggested the possibility of a functional trade-off of AtCAPE1 between root growth and salt tolerance. When grown to the stage of inflorescence, no growth retardation and no abnormal morphology were observed in siliques in a comparison between the wild type and mutants (Supplementary Fig. S5, available at *JXB* online). A further investigation on roots by β-glucuronidase (GUS) staining showed that the promoter activity was observed in stelar cells from the elongation zone to the maturation zone and the trichoblast at the maturation zone (Supplementary Fig. S6, available at *JXB* online).

**Fig. 6.**
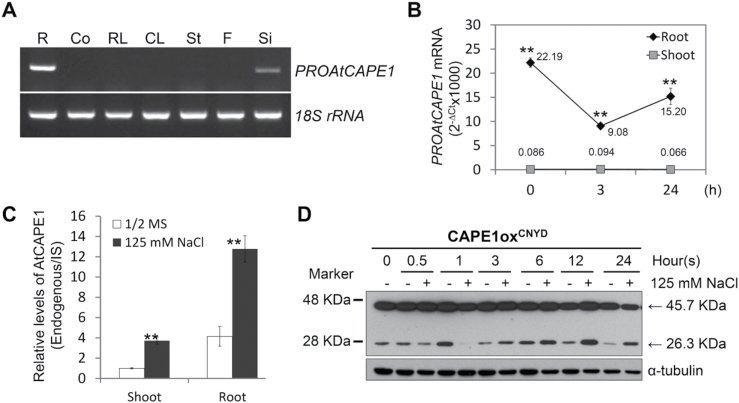
Production of AtCAPE1 is mainly derived from root tissues and is regulated by salt. (A) Transcriptional levels of *PROAtCAPE1* in different tissues were determined by RT-PCR. Total RNA was extracted from root (R), cotyledon (Co), rosette leaf (RL), cauline leaf (CL), stem (St), flower (F) and silique (Si). *18S rRNA* transcripts were used as internal control. (B) Salt response of the transcriptional levels of *PROAtCAPE1* in shoots and roots. Ten-d-old seedlings of wild type (Ler) were treated with 125mM NaCl for 0, 3, and 24h. The transcripts of *PROAtCAPE1* from the harvested roots and shoots were determined by RT-qPCR. Shown are the average values of (2^-∆Ct^x1000) from four biological repeats. Error bars, means±SE (*PROAtCAPE1* transcripts in shoots versus *PROAtCAPE1* transcripts in roots at different time points; Student’s *t*-test, **P≤0.01). (C) Relative level of endogenous AtCAPE1 in shoots and roots. Seedlings grown for 24h without (1/2 MS) and with 125mM NaCl were subjected to quantitative LC-MS/MS analysis. IS, internal standard. The average values from two biological repeats are shown. Error bars, means±SE. Asterisks indicate statistically significant differences between salt-treated and untreated samples (Student’s *t*-test; **P≤0.01). (D) Post-translational regulation of AtCAPE1 production. Protein extracts from the transgenic lines (CAPE1ox^CNYD^) harbouring the AtCAPE1-eYFP fusion grown with (+) and without (-) 125mM NaCl for the indicated times were subjected to western blot analysis. The upper and lower bands with approximate size of 45.7 KDa and 26.3 KDa represent the expected size of the PROAtCAPE1-eYFP fusion protein and the AtCAPE1-eYFP fusion protein, respectively. The fusion proteins were detected by anti-GFP antibody. α-tubulin, loading control.

To elucidate whether *PROAtCAPE1* expressed in the roots was the main signal in response to salt stress, *PROAtCAPE1* transcripts were further examined separately in the shoots and roots of *Arabidopsis* seedlings in 125mM NaCl (Fig. 6B). In roots, the transcript level of *PROAtCAPE1* was downregulated within 3h, in agreement with our previous observation shown in Fig. 2. In shoots, the transcript was barely detected under the same conditions (Fig. 6B). GUS staining of 10-d-old p*PROAtCAPE1*:GUS transgenic lines in the absence and presence of salt for 24h reflected the mRNA expression pattern in the shoots and roots shown by qRT-PCR (Fig. 6B and Supplementary Fig. S7, available at *JXB* online). *PROAtCAPE1* was expressed mainly in the roots, yet mediated salt-tolerant phenotypic effects in the leaves (Fig. 3). We thus examined whether AtCAPE1 is produced in the roots and systemically transferred to shoots resulting in salt-stress responses throughout the whole seedling. Targeted LC-MS/MS analysis was performed (Chen *et al*., 2012, 2014) to quantify the level of endogenous AtCAPE1 in shoots and roots (Fig. 6C). We found that, under normal conditions, AtCAPE1 was present in the shoots at 25% of the level in the roots (Fig. 6C). Interestingly, in seedlings treated with salt for 24h, the level of AtCAPE1 was 4-fold and 3-fold higher in the shoots and in roots, respectively, than in the seedlings without salt treatment (Fig. 6C). Thus, the presence of AtCAPE1 in both tissues suggests that AtCAPE1 may function systemically.

As the transcription of *PROAtCAPE1* displayed the wild-type level after 24h of treatment in 125mM NaCl (Figs 2B and 6B), but AtCAPE1 was increased 3-fold (Fig. 6C), we tested whether the production of AtCAPE1 was regulated at the post-translational level. For this test, the transgenic plant CAPE1ox^CNYD^ (Fig. 1D, E) was utilized. In Fig. 6D, the putative AtCAPE1–eYFP (indicated at a MW of 26.3kDa) was reduced rapidly upon 125mM NaCl treatment, reaching a minimum at 1h, but then increased, being relatively higher than that without salt treatment. The western blot clearly demonstrated that the proteolytic process of PROAtCPE1 was dynamically regulated under saline conditions.

## Discussion

Here, we attempted to identify a salt-responsive peptide from *Arabidopsis*. We found a small peptide, AtCAPE1, by analysing the structure and expression patterns of the CAP superfamily proteins, that contained a CNYx.PxGNxxxxxPY- motif at the C terminus (Table 1). The predicted peptide existed endogenously and was 11 aa, making it the smallest currently known unmodified peptide signal in plants. The substitution of Y160A in the conserved CNYx motif completely blocked the processing of PROAtCAPE1 (Fig. 1E), demonstrating that the aromatic residue tyrosine is critical for the cleavage of PROAtCAPE1. A dibasic -RR- or -GR- motif is the only currently well-known protease recognition site located upstream of mature peptides in plants (Pearce and Ryan, 2003; Liu *et al.*, 2007; Matos *et al.*, 2008; Srivastava *et al.*, 2008). However, no -RR- or -GR- motif was observed preceding the CAPEs, suggesting that such motifs are not utilized for the cleavage of CAP proteins. This work, therefore, uncovered a unique protease recognition motif important for regulation of the proteolytic process. The signal peptide is predicted to be at the N-terminal PROAtCAPE1 protein sequence (Fig. 1A). Thus, PROAtCAPE1 may be secreted into the extracellular space and cleaved into mature AtCAPE1 in the apoplast (Delaunois *et al.*, 2013).

As the knockout mutant of *PROAtCAPE1* conferred salt tolerance to *Arabidopsis* seedlings, and exogenous application of AtCAPE1 to the mutant rendered the seedlings salt sensitive, this peptide is identified as a negative regulator of salt tolerance or a positive regulator of the salt-sensitive response in *Arabidopsis*. Based on our data showing the existence of the peptide (Fig. 6C, D), we envision that AtCAPE1, under normal conditions, suppresses the expression of salt-tolerance-related genes. This may be to avoid unnecessary expression of salt-tolerance genes in the absence of salt.

The level of the peptide was regulated dynamically upon salt treatment. Initially, following salt treatment, expression of *PROAtCAPE1* gene was rapidly downregulated and was recovered at later time points (Fig. 2B). Furthermore, processing of PROAtCAPE1 into mature peptides was also rapidly diminished (Fig. 6D). Together, these results showed that the reduction of AtCAPE1 level is an early response of plants to salt stress. This leads to temporary relief of expression of the salt-tolerance genes suppressed by AtCAPE1. However, after a prolonged period of salt treatment, expression of the *PROAtCAPE1* gene, proteolytic processing, and accordingly production of AtCAPE1 was increased to an even higher level than that in the wild type (Figs 2B, and 6C, D). The increased amount of the peptide then led to suppression of salt-tolerance genes and resulted in susceptibility to salt stress (Figs 3 and 5). However, in the *proatcape1* mutant with no AtCAPE1 production, the salt tolerance-related genes may be expressed constitutively, leading to better salt tolerance than in the wild type. Therefore, treatment of the mutant with exogenous AtCAPE1 suppressed expression of the salt-tolerance genes, recovering the salt sensitivity. Nonetheless, the expression level of AtCAPE1 may have reached maximum efficacy in terms of salt susceptibility in the wild type, because the salt-tolerance gene expression (Supplementary Fig. S4) and the salt susceptibility phenotype (Fig. 3A, B) in the mutant lines were only suppressed to the wild-type level, even when high concentrations (micromolar level) of AtCAPE1 were applied. In addition, overexpression of PROAtCAPE1 in transgenic lines only displayed a similar germination rate to the wild type under high salinity (Fig. 3C). This can be explained by the threshold effect of the peptide, and it is probable that protease activity for processing PROAtCAPE1 into mature AtCAPE1 is also a limiting effector.

Endogenous AtCAPE1 was present in the shoots at 25% of the level in the roots. AtCAPE1 detected in the shoots is less likely to be derived from its precursor since *PROAtCAPE1* gene expression was undetectable or extremely low in the shoots (Fig. 6B). Given the large discrepancy between the level of *PROAtCAPE1* transcripts in shoots and roots (Fig. 6A, B), AtCAPE1 detected in the shoots might have originated from the roots. The shoots of wild-type seedlings were more sensitive to salt than the mutant seedlings. In addition, the leaf-specific *RD20*/*CLO3* gene encoding a calcium-binding protein that signals the regulation of stomatal closure under stress (Aubert *et al.*, 2010) was regulated by AtCAPE1. We propose that, at least in part, the salt sensitivity of the wild-type shoot is mediated by the systemic peptide signal.

Our study further shed light on how AtCAPE1 mediates salt sensitivity or negatively regulates salt tolerance at the molecular level. As the microarray comparison between the wild type and the *proatcape1* mutant revealed, expression of hundreds of salt-responsive genes was altered in the mutants. 

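Most genes that differed between proatcape1 and wild type under salt were genes that salt also changed in wild type, 668 of 885 or 75.5%, where 39.3% of all tested genes were. With Student's t-test and Benjamini-Hochberg adjustment they were 43 of 95 genes, which is not most. Salt then changed 7341 of 19027 tested genes in wild type. Without wild type salt replicate 2 they were 447 of 611. Of the 518 genes higher in proatcape1, 263 rose and 121 fell with salt in wild type, and independent lists would share 90.6 and 113. Of the 367 lower genes, 255 fell and 29 rose with salt in wild type, and independent lists would share 79.9 and 64.2. The difference in proatcape1 thus went the way of the salt effect in wild type at 518 genes and against it at 150. P5CS1, AREB1 and HAI1 rose with salt and were higher still in proatcape1, PYL6 fell with salt and was lower still, and MGD3 fell with salt in wild type (−2.43) and was higher in proatcape1. Counting genes that responded to salt in either genotype, the overlap was 761 of 885 or 86%. Both comparisons share the 3 salt-treated wild-type arrays, so noise on these arrays pushes them apart. Across genes the 2 effects had a correlation of 0.302. It had a mean of −0.05 in 100 simulations with the mean of salt-treated proatcape1 set to that of wild type. Noise in these simulations was independent between genes. They thus leave out noise that an array shares over many genes and cannot exclude chance. Genes are not independent replicates.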

A part of the molecular mechanism of AtCAPE1-mediated salt sensitivity can be explained as follows. The genes downregulated by AtCAPE1 included the transcription factors ABI5 and AREB1, which control the transcription of downstream ABA-dependent and salt-responsive genes. Both ABI5 and AREB1 are basic leucine zipper transcription factors; however, ABI5 functions in response to stresses mainly during germination, while AREB1 functions mainly at the vegetative stage (Nakashima and Yamaguchi-Shinozaki, 2013). Therefore, the delayed germination caused by AtCAPE1 may in part be governed by the ABI5-dependent signalling pathway, while the growth defects observed in seedlings are in part mediated by the AREB1-dependent regulon. AREB1 activates the downstream gene expression by binding to a conserved *cis*-acting ABA-responsive element (ABRE) in their promoter regions (Uno *et al.*, 2000). The salt-responsive genes *RD29B* and *RD20*/*CLO3* containing the ABRE element in the promoter region (Uno *et al.*, 2000; Fujita *et al.*, 2005; Aubert *et al.*, 2010) were found to be a direct target of AREB1 (Uno *et al.*, 2000; Fujita *et al.*, 2005). Since *P5CS1* and *ALDH7B4* also contain the *cis* ABRE (Yamaguchi-Shinozaki and Shinozaki, 1994; Yoshiba *et al.*, 1999; Missihoun *et al.*, 2014), it is highly likely that they are regulated by AREB1 as well. Thus, reduced expression of these downstream genes by AtCAPE1 may have been, in part, the result of reduced expression of AREB1 by AtCAPE1. The reduced expression of *P5CS1* may result in the reduced accumulation of proline, functioning as an osmolyte to balance water potential in plant cells (Ross *et al.*, 2004; Denoux *et al.*, 2008). Reduced expression of *ALDH7B4* would lead to a lesion in the detoxification processes of aldehydes that overaccumulate in plants when exposed to abiotic stresses (Kotchoni *et al.*, 2006) and to the susceptibility to NaCl treatments as observed in the *aldh7b4* mutant (Kotchoni *et al.*, 2006). We also found that AtCAPE1 downregulated the transcription of *GolS2*, which encodes a biosynthesis enzyme for the production of raffinose and galactinol, which function as osmoprotectants against high salinity (Taji *et al.*, 2002). Since there is no ABRE element in the promoter region of *GolS2* (Taji *et al.*, 2002), AtCAPE1-mediated downregulation of this gene is unlikely through AREB1.

We have unequivocally shown that AtCAPE1 negatively regulates salt tolerance or mediates salt sensitivity. Thus, what would be the possible advantage of having this endogenous peptide? From the phenotypic assays, we showed that *proatcape1* seedlings have slightly shorter primary roots than wild-type seedlings. This phenotype may indicate the possible involvement of the peptide in a trade-off between root growth and salt tolerance. We reported previously that a CAP-derived peptide could mediate an anti-pathogenic response in tomato (Chen *et al.*, 2014). It is thus also feasible that AtCAPE1 may be involved in a possible trade-off between pathogenic defence and salt tolerance. In addition, the knowledge that an endogenous peptide is a negative regulator of salt stress and information about the regulation of the proteolysis of a precursor protein into peptides can be utilized in strategies to introduce salt stress tolerance in plants by blocking the cleavage of precursor proteins.

## Supplementary data

Supplementary data are available at *JXB* online.

Supplementary materials and methods.

Supplementary Fig. S1. Levels of PROAtCAPE1 transcripts in the mutants of ABA biosynthesis genes under salinity.

Supplementary Fig. S2. Transcripts of *PROAtCAPE1* in transgenic plants.

Supplementary Fig. S3. AtCAPE1 negatively regulates salt tolerance response.

Supplementary Fig. S4. Application of AtCAPE1 peptide reduces the transcript levels of RD29B under salinity.

Supplementary Fig. S5. Phenotypic investigation of wild-type Ler and *proatcape1* mutant.

Supplementary Fig. S6. Expressions of PROAtCAPE1 in roots.

Supplementary Fig. S7. GUS-staining assay revealed the *PROAtCAPE1* promoter activity in the shoots and roots upon salt stress.

Supplementary Table S1. Effect of selected abiotic stresses on expressions of PROAtCAPEs.

Supplementary Table S2. Primers used in this study.

Supplementary dataset I. Differentially expressed genes in wild type upon the treatment in the presence and absence of 125mM NaCl for 12h.

Supplementary dataset II. Differentially expressed genes in *proatcape1* mutants upon the treatment in the presence and absence of 125mM.

Supplementary dataset III. Differentially expressed genes between *proatcape1* mutants and wild type in the normal condition.

Supplementary dataset IV. Differentially expressed genes between *proatcape1* mutants and wild type in the presence of 125mM NaCl for 12h.

Supplementary Data

## Abbreviations:

ABA: abscisic acid
Col-0: Columbia-0
ER: endoplasmic reticulum
eYFP: enhanced yellow fluorescent protein
GFP: green fluorescent protein
GO: Gene Ontology
GUS: β-glucuronidase
LC-MS/MS: liquid chromatography–tandem mass spectrometry
Ler: Landsberg erecta
MS: Murashige and Skoog
MW: molecular weight
qRT-PCR: quantitative reverse transcription PCR
TFA: trifluoroacetic acid.

# Supplementary material for: A salt-regulated peptide derived from the CAP superfamily protein negatively regulates salt-stress tolerance in Arabidopsis
**Source:** J Exp Bot. 2015 Jun 20;66(17):5301–13. doi: 10.1093/jxb/erv263
**Supplement:** Supplementary Data

A salt-regulated peptide derived from the CAP superfamily protein negatively regulates salt-stress tolerance in Arabidopsis — A salt-regulated peptide derived from the CAP superfamily protein negatively regulates salt-stress tolerance in Arabidopsis — Supplementary Data 

# A salt-regulated peptide derived from the CAP superfamily protein negatively regulates salt-stress tolerance in *Arabidopsis*

## Supplementary Data

Data files

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

# Supplementary material for: A salt-regulated peptide derived from the CAP superfamily protein negatively regulates salt-stress tolerance in Arabidopsis
**Source:** J Exp Bot. 2015 Jun 20;66(17):5301–13. doi: 10.1093/jxb/erv263
**Supplement:** Supplementary Data

SUPPLEMENTAL MATERIALS AND METHODS

Germination Assay

Seeds were surface sterilized and sown on 1/2 MS medium supplemented with various concentrations of NaCl. After 3 days of stratification, seeds were exposed to a 16-h-light regime at 22°C. The germination of seeds was scored as positive when the tip of the radical fully penetrated the seed coat.

RNA Extraction and RT-qPCR Analysis

Ten seedlings were grown vertically on the mesh attached on 1/2 MS medium for 10 days. Seedlings with the mesh were transferred to a new petri dish and then covered by buffer-saturated filter papers (Whatman; Cat no. 1442-090) with 1/2 MS liquid medium in the presence and absence of 125 mM NaCl. Seedlings sampled at the indicated time points were stored at -80°C until use.

Total RNA was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's recommendations followed by DNase treatments at 37°C for 15 minutes with RQ1 RNase-free DNase (Promega, Madison, WI, USA) to remove the contamination of genomic DNA. Equal volume of Phenol:Chloroform:Isoamyl Alcohol (25:24:1; Sigma, St. Louis, MO, USA) was added to remove the contaminants of protein and DNA, and total RNA was precipitated by ethanol. Five micrograms of total RNA was used for first-strand complementary DNA synthesis in 20 µL reaction with SuperScript III reverse transcriptase (Invitrogen). For RT-PCR, 1 µL of synthesized cDNA was directly used in a total amount of 20 µL reaction to determine the transcriptional level of *PROAtCAPE1*. For RT-qPCR, 50x dilution of the synthesized cDNA was prepared, and 3 µL of the diluted cDNA was mixed with Fast SYBR

Green Master Mix (Applied Biosystems, CA, USA) in a total amount of 10 μ L for subsequent RT-qPCR analysis in ABI 7500 Fast Real-Time PCR system (Applied Biosystems). Gene-specific primers were designed from the 3' untranslated region of Arabidopsis genes by Primer Express 3.0.1 (Applied Biosystems). The transcript of *ACTIN2* was used for normalization.

Western Blot Analysis

Ten-day-old CAPE1ox^{CNYD} seedlings were subjected to medium supplemented with and without 125 mM NaCl for various time points. The collected samples were crushed with YSZ Grinding Media (EE-TEC, EZEAG0500) in 2 mL eppendorf tubes by sonication (KURABO, SH-48). During the preparation, the samples were submerged in liquid nitrogen for rapid freezing. The samples were then homogenized in extraction buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 20 mM EDTA, 1% [w/v] SDS and 10% [v/v] glycerol) at 95°C for 5 min. After centrifuging at 12,000 rpm for 10 min, the supernatant was transferred to a new eppendorf tube. Fifty micrograms of total proteins were loaded on 10% SDS-polyacrylamide gels and analyzed by western blotting. The recombinant PROAtCAPE1 tagged eYFP was detected by anti-GFP antibody (Roche; 11814460001), and horseradish peroxidase-conjugated anti-mouse antibody (Invitrogen; 616520) was used as a secondary antibody. To confirm the equal loading of total proteins, an anti- α -tubulin antibody (Sigma-Aldrich; T5168) was subsequently used to probe the same blot.

Supplemental Table 1. Effect of selected abiotic stresses on expressions of *PROAtCAPE*s^a.

All data used were generated on Affymetrix GeneChip ATH1 22K platform. –, Reduced expression; +, increased expression after treatment; =, no significant effect on expression (defined as $P \geq 0.05$ and/or fold-change ≤ 1.5 in expression levels compared with control); ND, *PROAtCAPE* gene is unavailable in Genevestigator.

Gene													PRB-1		PR-1		
Stress ^b	PROAtCAPE1		PROAtCAPE2		PROAtCAPE3		PROAtCAPE4		PROAtCAPE5	PROAtCAPE6		PROAtCAPE7		PROAtCAPE8		PROAtCAPE9	
	Root	Shoot	Root	Shoot	Root	Shoot	Root	Shoot		Root	Shoot	Root	Shoot	Root	Shoot	Root	Shoot
Salt	-	+	=	-	-	+	-	=	ND	-	=	=	=	=	=	=	-
Oxidative	=	=	=	=	=	=	=	=	ND	=	-	+	=	=	=	=	-
Osmotic	=	=	=	=	-	=	-	=	ND	-	=	=	=	=	=	=	=
Drought	=	=	=	-	-	=	=	=	ND	-	=	=	=	=	=	=	-
Cold	=	=	=	+	-	=	=	=	ND	=	=	+	=	=	=	=	-

^aThe analysis was done by using Genevestigator²⁹ microarray database.

^bArabidopsis Col-0 were treated with the following stresses and sampled for 0.5, 1, and 3 h:
Wounding: punctured with pins; Salt: 150 mM NaCl; Oxidative: 10 μM Methyl Viologen; Osmotic: 300 mM mannitol; Drought: exposed to the air stream for 15 min and returned to the climate chamber; Cold: 4°C.

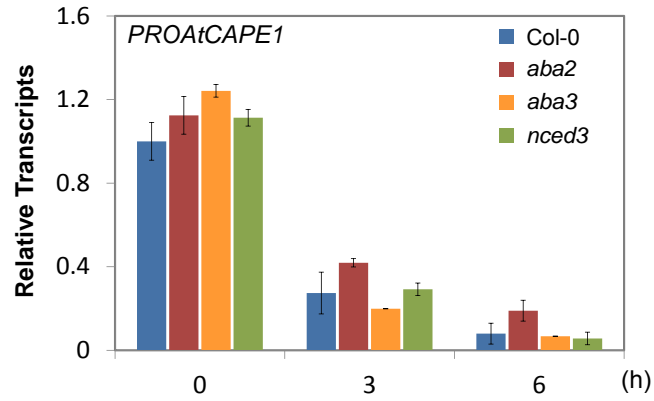

Supplemental Fig. S1. Levels of *PROAtCAPE1* transcripts in the mutants of ABA biosynthesis genes under salinity. Ten-day old wild-type (Col-0) seedlings were subjected to 150 mM NaCl for 0, 3, and 6 h. Relative transcripts indicate the normalized *PROAtCAPE1* level (*PROAtCAPE1/ACTIN2*) from each sample is comparing with that in WT upon medium (1/2 MS) alone at 0 h. The bars shown here are the average from two technical repeats.

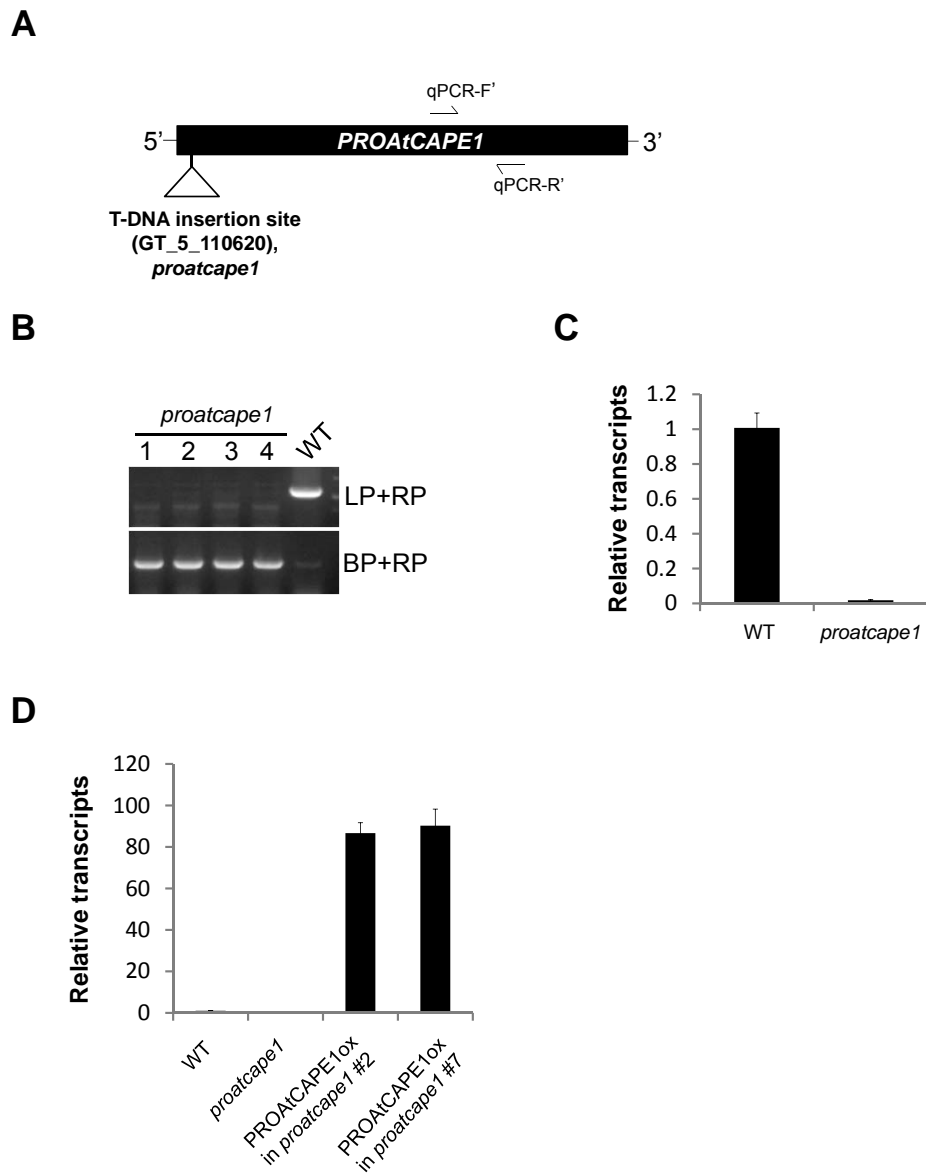

Supplemental Fig. S2. Transcripts of *PROAtCAPE1* in transgenic plants.

(A) Schematic figure represents T-DNA insertion target sites. Filled black boxes: exon; triangle: T-DNA insertion site; arrowheads: primers, qPCR-F' versus qPCR-R', used to detect *PROAtCAPE1* transcripts by RT-qPCR. (B) Determination of homozygous *proatcape1* mutants by genotyping. (C) Transcriptional levels of *PROAtCAPE1* in WT (Ler) and *proatcape1* mutant. Relative transcripts indicate the normalized *PROAtCAPE1* level (*PROAtCAPE1*/*ACTIN2*) from each sample is comparing with that in WT. The bars shown here were the average from three biological repeats. Error bars indicated the means $\pm$ SE. (D) The relative transcripts of *PROAtCAPE1* in *PROAtCAPE1*ox in *proatcape1* transgenic plants.

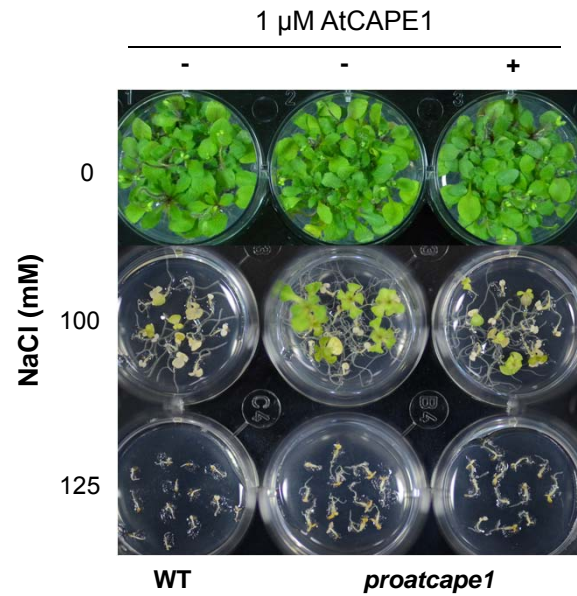

Supplemental Fig. S3. AtCAPE1 negatively regulates salt tolerance response.
 Growth and survival of wild type and *proatcape1* mutant seedlings. Seedlings of wild type (Ler) and the *proatcape1* mutants were grown for 20 days in 1/2 MS media supplemented with the indicated concentrations of NaCl in the absence (-) and presence (+) of 1 μ M synthetic AtCAPE1 peptide.

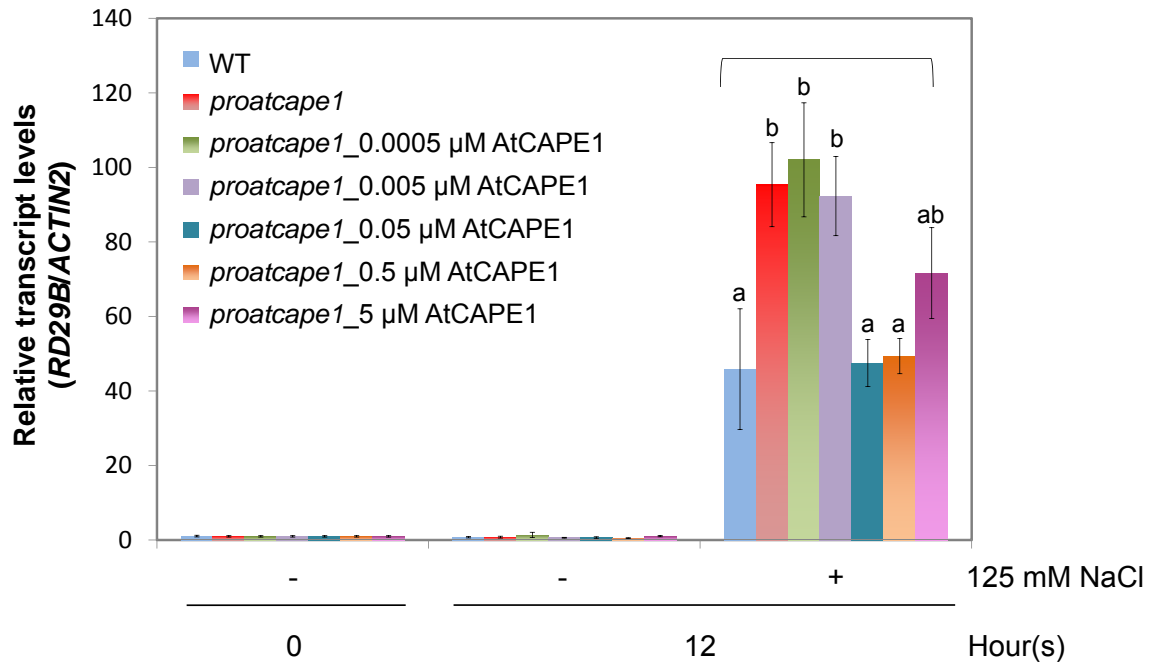

Supplemental Fig. S4. Application of AtCAPE1 peptide reduces the transcript levels of *RD29B* under salinity.

Transcript levels of *RD29B* were determined. Ten-day old wild-type Ler were treated with 125 mM NaCl for 12 hours while *cape1* mutants were treated with 125 mM NaCl supplemented without or with various concentrations of peptides. For the mutants co-treated with salt and peptide, the peptides were pretreated 6 hours before the co-treatments. The relative levels indicate the normalized *RD29B* transcript from each treatment was compared with the expression of *RD29B* in wild type at 0 hour. The bars shown here are the average from four biological repeats. Error bars indicate the means $\pm$ SE. The different lowercase letters (a–b) indicate significant differences ($P \leq 0.05$) between treatments.

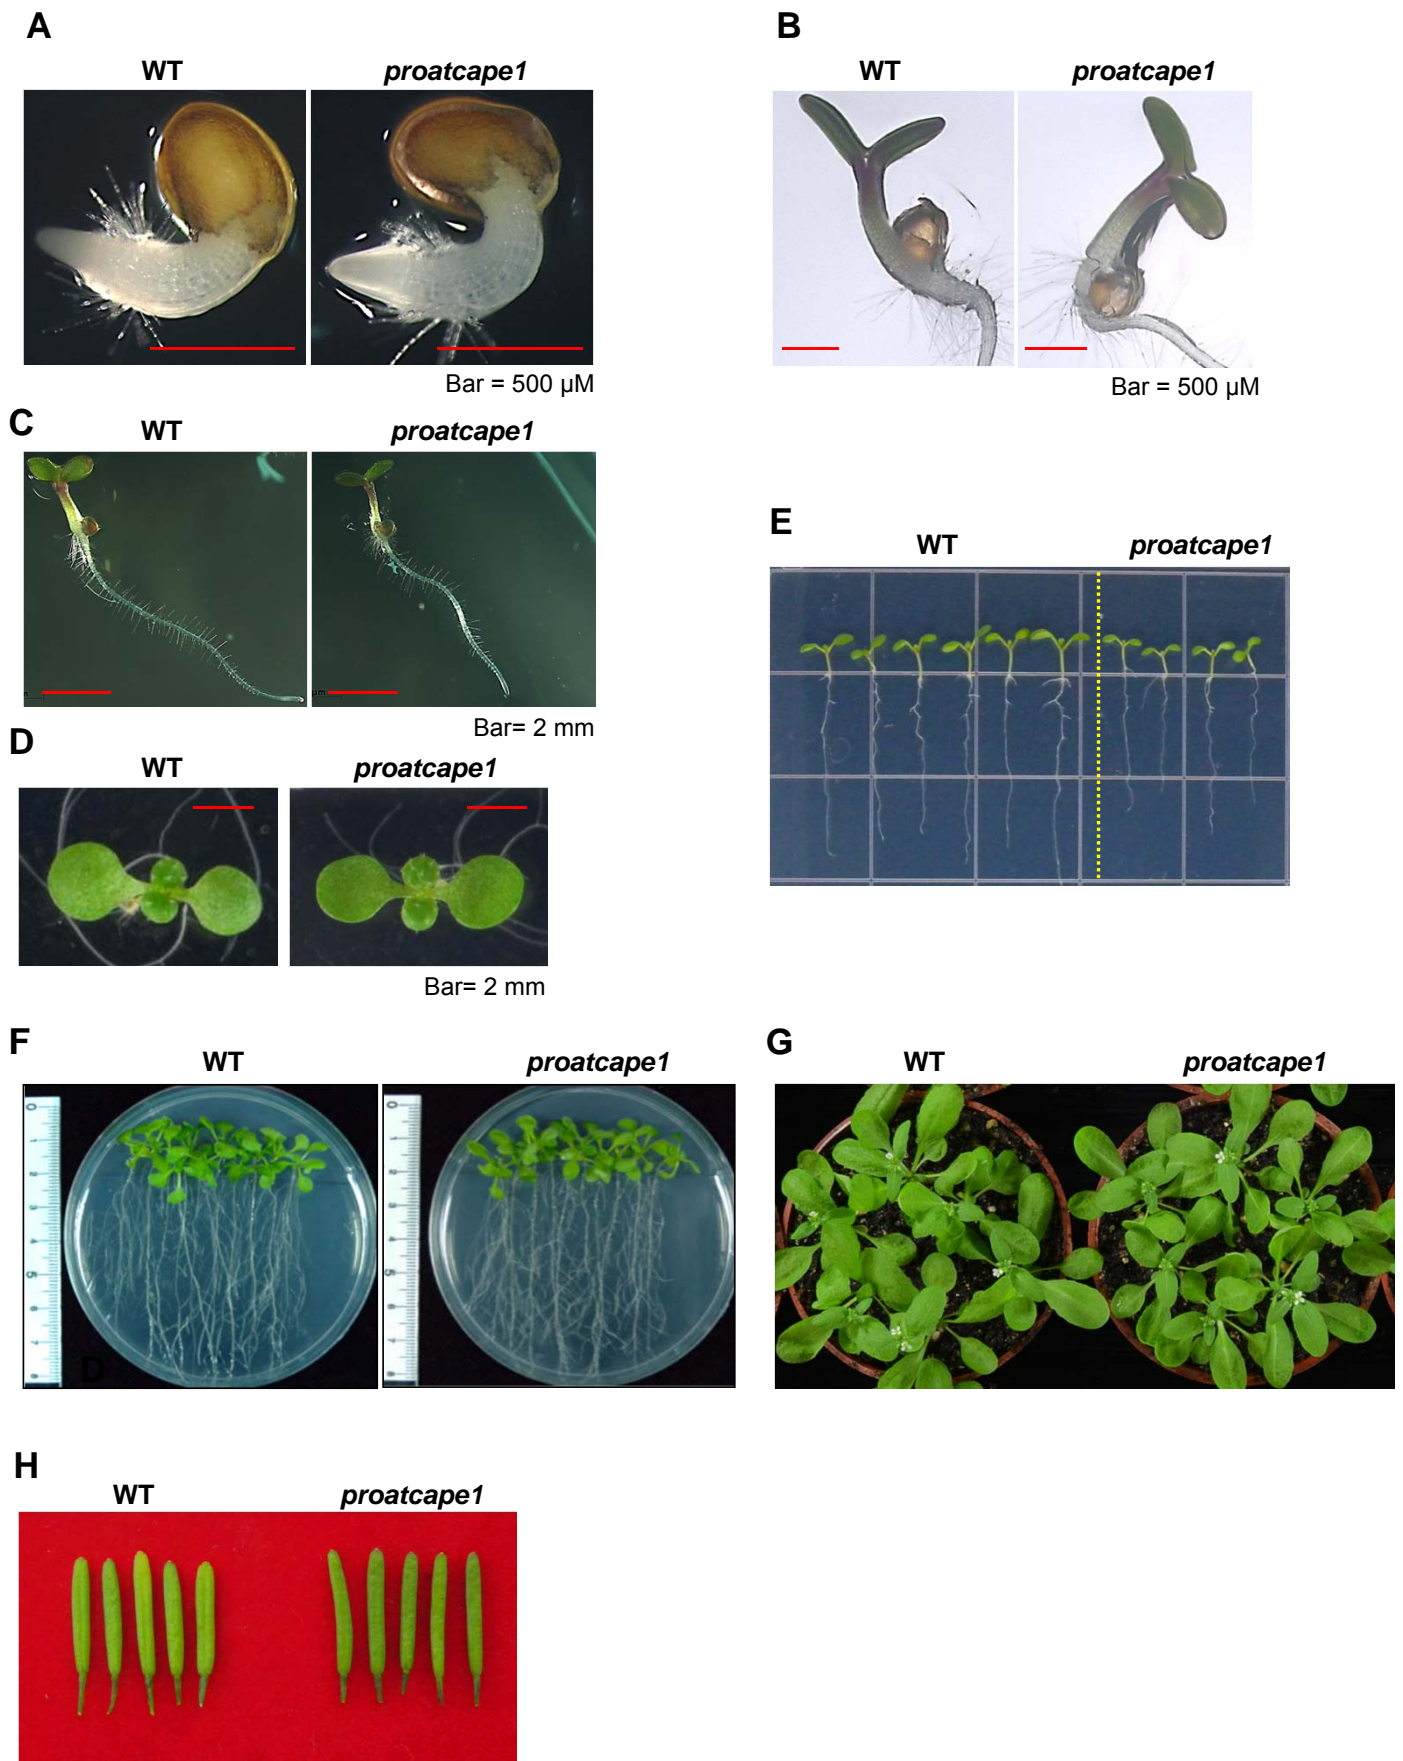

Supplemental Fig. S5. Phenotypic investigation of wild-type (WT) Ler and *proatcape1* mutant.

(A) Germination on day one. (B) Emergence of hypocotyl and cotyledons on day two. (C) Root development on day three. (D) Leaf growth of seedlings on day seven. (E) Primary root of seedlings on day seven. (F) Fifteen-day-old seedlings. (G) Plants at inflorescence stage (around 30-day-old). (H) Siliques from adult plants.

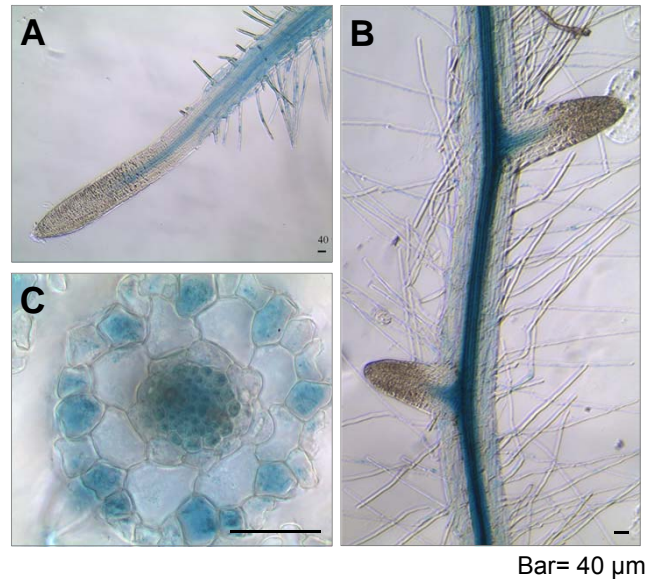

Supplemental Fig. S6. Expressions of *PROAtCAPE1* in roots.

(A) GUS staining showed promoter activities of *PROAtCAPE1* in elongation to maturation zone of primary roots, (B) stele, and tricoblast (C).

Without salt treatment

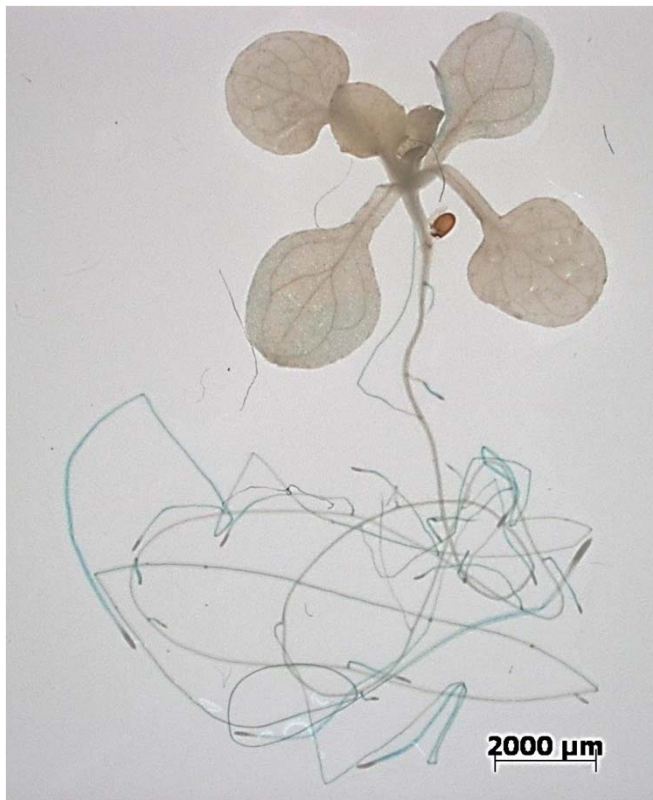

With salt treatment

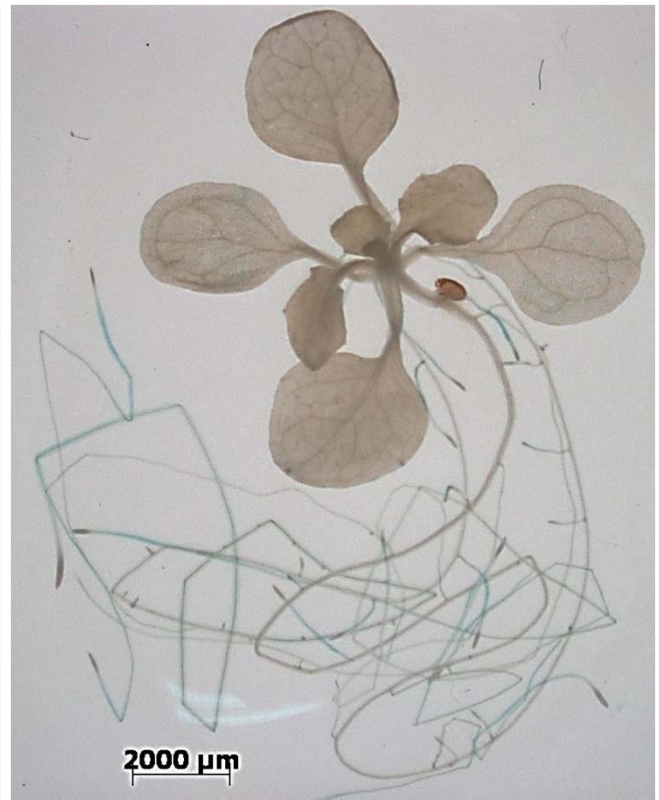

Supplemental Fig. S7. GUS-staining assay revealed the *PROAtCAPE1* promoter activity in the shoots and roots upon salt stress.

pPROAtCAPE1:GUS transgenic plants were grown vertically for 10 days. Seedlings with the mesh were transferred to a new petri dish and then covered by buffer-saturated filter papers with 1/2 MS liquid medium in the presence and absence of 125 mM NaCl for 24 h. Red arrowhead indicates the tissue with GUS expression.

Name	purpose	sequence (5'-->3')
AtCAPE1-F'	AtCAPE11 coding region cloning/ gene expressions for RT-PCR	ATGTTTCATAAGGTTGCTATTGAAAC
AtCAPE1-R'		TCAATATGGTCTAGCTCCAATGTAATTG
AtCAPE1_Sall-F'	AtCAPE1 promoter cloning	TTTGGTCGACATATGAAAATCTCCTCTCC
AtCAPE1_Sall-R'		TATGGTTCATACATTTTAGAAAAGTCGAC
AtCAPE1_LP	Genotyping	AGCTAGGGTTGATTAGGTCCG
AtCAPE1_RP		TTGGTTATGCGATCAAAAAGG
AtCAPE1_qPCR_F'	For AtCAPE1 qPCR	TCAGGCGGTTGCGATGT
AtCAPE1_qPCR_R'		CGGACCATGGCACGAGTT
35S_F'	Confirmation for plants with overexpressed AtCAPE1 tagged eYFP	CCTTCGCAAGACCCTTCCTC
eYFP_R'		AGCTGGTCCTACCCGTGGTG
ABI5_qPCR_F'	Selected salt responsive gene determination	CAGCTGCAGGTTACATTCTG
ABI5_qPCR_R'		CACCCTCGCCTCCATTGTTAT
ALDH7B4_qPCR_F'		TGGAACAGTACATGCGTCGAT
ALDH7B4_qPCR_R'		CCTTGCGCTAGAGGTAAGTCGTT
AREB1_qPCR_F'		GGATCATGGAAATGCAAAAGAAT
AREB1_qPCR_R'		TTGGACCTCCTTGCAGAAGATT
GoS2_qPCR_F'		GCCACAAGAAGCAACAGACACT
GoS2_qPCR_R'		CGCACCGGCTTCAGACA
P5CS1_qPCR_F'		CTTGTGATACGGATATGGCAAAGCG
P5CS1_qPCR_R'		CCTTGGTCCACCATACAAAGTGAAGTCC
RD20_qPCR_F'		TCCAGATACAGAGCATCCGAATG
RD20_qPCR_R'		CTCCCAAGGATAGACGATTCCATC
RD22_qPCR_F'		GTGGAGAGGAGAAGTATTGTGCGA
RD22_qPCR_R'		CGGTGCGTTCTTCTTAGCCA
RD29B_qPCR_F'		GTGAAGATGACTATCTCGGTGG
RD29B_qPCR_R'		CACCACTGAGATAATCCGATCC
ACTIN2_qPCR_F'	Internal control for qPCR	GGTAACATTGTGCTCAGTGGTGG
ACTIN2_qPCR_R'		GGTGCAACGACCTTAATCTTCAT

Supplemental Table 2. Primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

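RNA was measured in whole 10-day-old seedlings of wild type and proatcape1, in medium alone (control) and in 125 mM NaCl (salt), with 3 biological repeats per group and 12 arrays in all. The sample labels give 0 h for the controls and 12 h for salt, so treatment and hours are not separable. For the scanner files, the authors hybridized Cy3-labelled RNA to Agilent Arabidopsis arrays, 1 array per sample, and read them with Agilent's scanner and Feature Extraction software. The processed signal in these deposited files is an intensity on a linear scale, background-corrected within the array and not scaled between arrays. The deposited normalized values are in log2, made by the authors in GeneSpring with wild type in medium alone as the control for normalization. They were checked against the scanner values and equal the log2 processed signal relative to the 75th percentile of each array, minus the median of the wild type control arrays for each probe, with differences whose SD was at most 0.0004.

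The 43803 non-control spots of an array held 43603 probes, and repeated spots of a probe were combined after spots with an outlier flag were left out, which removed 76 probes. A locus was found for 34306 probes through their accession, giving 25405 loci, and 9221 probes without a locus were not tested as genes. Of 4288 probes of the paper's supplementary datasets, 4080 were paired with the same locus, 205 with none and 3 with another. The filter of the paper's quality control (signal over 100 and coefficient of variation under 50%, here on all 3 arrays of at least 1 group) is stated for the raw signal and was applied here to the background-corrected signal, where it kept 28833 probes, and 19027 genes were tested, 5319 of them with more than 1 probe. No spot was saturated. The median percentage of probes well above background was 77.8 in wild type control, 76.1 in proatcape1 control, 75.8 in wild type salt and 76.2 in proatcape1 salt, and the 75th percentile of the signal had group medians of 2339.2, 2125.5, 2218.1 and 1847.7. The number of arrays limits the precision of every value.

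One limma model (limma 3.58.1 in R 4.3.3, other steps in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9) estimated the 4 group means without a block, with empirical Bayes variances and Benjamini-Hochberg adjustment over all genes within a comparison. The comparisons were the salt effect in wild type and in proatcape1, the genotype effect in control and under salt, and their interaction, the salt effect in proatcape1 minus that in wild type. A gene passed at an adjusted p of at most 0.05 and a change over 1.5-fold. Fig. 4 states the same 2 limits but names no adjustment of its p. The counts here and in the paper thus differ in test, adjustment and use of probes. Chance was examined by regrouping the arrays of 2 groups in all 10 ways and by 100 exchanges of the genotype labels within treatments, and, after the results were seen, by all 32 distinct exchanges within slides and treatments. The correlation of genotype and salt effects and the slope of the salt effects were set beside 100 simulations. In these the mean of salt-treated proatcape1 was set to that of salt-treated wild type, and the control groups kept their observed means. The procedure was tested on simulated data of the same 19027 genes, where 95 to 97 of 100 genes changed 2-fold and 98 to 100 of 100 changed 4-fold were found, with 1 or 2 false calls per comparison. The noise was drawn independently for each gene and array from the variances of the fit. The test thus leaves out noise shared within an array or slide and does not measure how reliable the real calls are.

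The 32 lists held 350 genes, of which 322 were tested, and a list needed 3 tested members. List tests used camera with a preset correlation of 0.01, adjusted over lists within a comparison, and camera with an estimated correlation and fry beside it. The genes named are, in each comparison, the 10 largest increases and 10 largest decreases among genes that passed, had every array of 1 group above every array of the other (not asked of the interaction) and had a name in the files, every gene the paper names, and up to 4 members of each list, the 2 largest changes that passed and the 2 largest that did not. Other genes, such as members of counts of 5 or fewer, are named after their values were seen. Values in the paper's supplementary datasets had been seen when the rule was written.

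Alternatives covered the background correction (normexp on the median signal, since the mean signal is not in the scanner files), quantile and median scaling, 2 other filters on dim probes, the use of several probes per locus, the arrays in the fit, an intensity trend, array weights, a replicate or slide block, unadjusted p-values, Student's t-test, the fold threshold, the authors' normalized values, the list test and the omission of each array in turn. The interaction has no version of Student's t-test. Slides 1 and 2 alone, scanned on 1 day, and the filter on the raw median signal, which kept 30781 probes and 19819 genes, were added after the data were seen. Left out were qRT-PCR, sequence and phenotype data, which have no array, the GO terms of Table 2, whose members and background are not given, and Supplementary datasets I and II, of which the copies at hand held 1996 of 4807 and 1995 of 5490 probes higher and 1280 of 5887 and 1277 of 7153 lower. ACTIN2 and FAR4 had no matched probe, and PR1 and PROAtCAPE8 did not pass the filter.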

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

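The tests of several segments, of neighbouring genes regulated together, of loci with 1 probe, of loci whose other probe gave at most 0.5 times the difference and of closeness to PROAtCAPE1 were chosen only after the results were seen, as were the values within slides, the exchanges within slides, the reading of the slope exchanges with either group as the mutant, the ratio of root mean squares, the test of uneven replicates and the setting with the slides of scan day 1.

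The salt effect differed between the genotypes, as a tested interaction, at 241 genes where it was higher in proatcape1 and 247 where it was lower. The genotype effect behind the first set had medians of −0.56 in control and 0.43 under salt, and behind the second 0.05 and −0.63. Among the genes with the largest interaction PUB54 was higher by 4.55 (SE 0.90, adjusted p = 0.0211), PBS3 by 3.42 (SE 0.61, adjusted p = 0.0159), CML37 by 2.66 (SE 0.40, adjusted p = 0.011), ZAT7 by 2.60 (SE 0.32, adjusted p = 0.00542) and SARD1 by 2.13 (SE 0.33, adjusted p = 0.0122). The others higher were AIG1 (2.69), ELI3-2 (2.67), ChlAKR (2.15), MPK11 (2.02) and XBAT34 (1.97). AACT1 was lower, at −2.88 (SE 0.48, adjusted p = 0.0142), with PORA at −1.51 (SE 0.17, adjusted p = 0.00484) and CHR38 at −1.39 (SE 0.10, adjusted p = 0.000234), and also PER1 (−2.75), BGLU28 (−1.79), MPC (−1.72), HAK5 (−1.44), NHL25 (−1.30), XTH16 (−1.10) and E12A11 (−1.01). From the lists, CCA1 (1.38), LHY (0.97), RVE1, RVE8, SGR2 (1.36), CYP707A3 (0.97), SKOR (0.83), SAG21 (0.83), AAO3 (0.76), ALDH7B4 (0.61) and TT7 (0.60) were higher and EXPA10 (−0.85) and FSD2 (−0.63) lower. PROAtCAPE1, at 3.94, reflects the fall in wild type and gives no fold, since it includes a proatcape1 salt effect of 0.17 between signals that were not above background.

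Removing 1 array ended many of these calls, at adjusted p of 0.0503 to 0.112 for PUB54, AIG1 and SGR2 (3 arrays each), MPC (5), ChlAKR, XTH16 and E12A11 (6), AAO3 and PER1 (8), ELI3-2, EXPA10, HAK5, LHY and NHL25 (9), BGLU28 and SKOR (10) and ALDH7B4 and TT7 (11), and FSD2 was under 1.5-fold without any 1 of 3. CHR38, PORA, AACT1, PBS3, CML37, ZAT7, SARD1, MPK11, XBAT34, CYP707A3, CCA1 and SAG21 passed without any 1 array. With the slide as a block HAK5 and SKOR (adjusted p = 0.0551 each), ALDH7B4 (0.0612) and NHL25 (0.0618) did not pass.

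As lists, the interaction was higher for light harvesting (adjusted p = 5.9e-06, 0 of 22 genes past the test, median 0.15 and 0.04 under quantile normalization), the morning clock (adjusted p = 0.000112, 4 of 6, median 0.87 and 0.54 with normexp background correction), phosphate starvation (adjusted p = 0.000365, 0 of 11, median 0.41), ABA synthesis and catabolism (adjusted p = 0.00222, 2 of 10, median 0.57), salicylic acid defence (adjusted p = 0.00329, 0 of 9, median 0.35), senescence (adjusted p = 0.0144, 2 of 11, median 0.44) and the qRT-PCR genes (adjusted p = 0.0233, 1 of 8, median 0.35). It was lower for mitosis (adjusted p = 2.71e-05, 0 of 14, median −0.33). Adjusted over the list alone, 5 morning clock genes, 3 each of phosphate starvation, ABA synthesis and catabolism, senescence and the qRT-PCR genes, and 2 of salicylic acid defence passed. With the slide as a block LHCB2.1 (0.62, adjusted p = 0.0456) passed in light harvesting, PECP1 (1.37, adjusted p = 0.0206) and MGD3 (0.65, adjusted p = 0.0236) in phosphate starvation, PR2 (0.97, adjusted p = 0.0329) in salicylic acid defence and RD29B (0.80, adjusted p = 0.02) in place of ALDH7B4 among the qRT-PCR genes. The study chose the qRT-PCR genes, which are not independent evidence. With an estimated correlation the 8 lists had adjusted p = 0.262 to 0.641 and none passed.

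Of 100 exchanges of the genotype labels within treatments, the real one included, 6 gave at least 488 interaction genes, the highest other giving 1537, so chance is not excluded for this count. The 5 others kept the salt arrays as they were and exchanged labels among the controls alone, and as a genotype difference that remains under salt enters such an exchange, they point to that structure of the samples. In the 32 exchanges within slides and treatments, with the slide as a block, 2 gave at least the real 500 genes, the real one and, at 1858, the one with the labels of all 3 salt-treated pairs exchanged, which turns the mean genotype difference into an interaction, so here too chance is not excluded by the share. On the slides of scan day 1 alone 16 genes were higher and 3 lower.

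Genotype differences were present in both conditions, in the same direction, at 150 loci, a set the paper does not discuss, although the 2 comparisons share no array and independent lists would share 9.26. They lay close together, with 50 pairs within 10 tested loci where random draws gave a mean of 11.7 and at most 26 (p = 1e-04, the smallest that 10000 draws can give), and chromosome 4 held 38 of them (25.3% against 15.2% of tested loci, Fisher's exact test, adjusted p = 0.0061). Fisher's test takes the loci as independent, which loci lying close together may not be, so its p may be too small. Several chromosome segments that differ between the 2 lines may explain the closeness of the loci, and so may neighbouring genes regulated together. Draws of 150 loci from those called in 1 condition only gave a mean of 13 pairs and at most 27. As the drawn loci were called in 1 condition only, the draws cannot decide between these for loci that differ in both. For a linked segment carried with the insertion, the outcome written down beforehand (clustering and a chromosome in excess) was met, but in the later test only 2 called loci lay within 100 tested loci of PROAtCAPE1 where 1.6 were expected, which argues against a segment next to the insertion. At 33 loci another probe gave a median of 0.986 times the difference (SE 0.019, from resampling loci), which argues against a sequence variant under single probes as the cause over this set. The ratio was over 0.5 at 31 of them, and at the other 2, AT1G50730 (0.0865) and AT3G42180 (0.366), named after their values were seen, such a variant cannot be told apart from a difference in transcript, since there are too few probes. The ratio takes both conditions together and averages the other probes of a locus. AT3G56210, counted among the 31, had 1 other probe at 1.06 times the difference and 1 at −0.0254. SHN3, also among the 31 at 0.569, had 0.07 at its other probe in control against 1.07 at the probe used. For the 117 loci without another probe a variant under the probe cannot be told apart from a difference in transcript.

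At 4 loci, AT3G28899, AT4G08190, AT4G03156 and AT1G40087, named after their values were seen, the transcript was not above background on all 6 wild-type arrays and above it on all 6 proatcape1 arrays, by at least 158-fold, 43.8-fold, 32.7-fold and 24.7-fold in control and 98.7-fold, 68.6-fold, 45.6-fold and 23.4-fold under salt. Runs of 3 or more neighbouring loci held 24 of the 150, among them UBP21, AGD9 and MYC3.

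Clock genes differed strongly between control and salt arrays, with a median salt effect of −2.91 (SE 0.34) for evening genes and 3.33 (SE 1.28) for morning genes in wild type and −2.90 (SE 0.35) and 4.37 (SE 1.48) in proatcape1. The SE here is that of the median over the genes of a list, a spread between genes and not between arrays. With normexp background correction the morning medians were 2.15 and 2.66. Since the labels place the controls at 0 h and the salt samples at 12 h, time of day and salt cannot be told apart for these genes. The morning clock interaction lies between samples of equal hours within each treatment, so the hours between control and salt are equal in both genotypes, but the control difference of CCA1 rests on the choice of probe (−0.25 with the mean of its probes).

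More genes responded to salt in proatcape1 than in wild type, by a ratio of 1.167. The scaling of the arrays is argued against by a ratio of at least 1.159 under median and quantile normalization. More uneven wild-type replicates (their variance was 1.321 times that of proatcape1) could make genes miss the adjusted p. In a fit of the 6 wild-type arrays alone, 45 of 7493 genes over 1.5-fold missed it (at most 92 without any 1 of these arrays). The counts differed by 1249 genes, which argues against this route. The test took the place of 2 earlier ones that repeated the observed ratio. It does not count genes that an uneven array moved under 1.5-fold, so it cannot decide on that route. Within slides 1, 2 and 3, 8182, 6948 and 7529 genes were over 1.5-fold in wild type and 8820, 8591 and 8923 in proatcape1. For a larger salt response, the outcome written down beforehand was met, a slope of 1.072 that 3 of 99 other exchanges of genotype labels exceeded. Simulations in which proatcape1 was set to wild type under salt alone had slopes of at most 0.9857. They kept the observed control difference, so this is not the slope of a mutant unchanged in both conditions. Their noise is also independent between genes, so they leave out noise that an array shares over many genes. With either group of arrays taken as the mutant, 6 of 100 exchanges, the real one included, had a slope as high (the highest other 1.082), as did 15 of all 200 exchanges and 3 of 32 within slides and treatments (the highest other 1.079), so chance is not excluded for the slope. The ratio of the root mean squares of the salt effects, 1.104, was reached in either order by 6 of all 200 exchanges within treatments and by 3 of 32 within slides and treatments. With these shares on both sides of 5%, a larger response cannot be told apart from noise on single arrays. Within slides the slope was 1.001 to 1.08 and the ratio of genes over 1.5-fold 1.078 to 1.236. Without the filter on dim probes the slope was 1.01.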

How the results depend on the processing

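The alternatives with the slides of scan day 1 and with the filter on the raw median signal were chosen after the data were seen. Of the values of named genes under other settings 17309 were the same, 419 newly passed, 538 no longer passed and 0 reversed, of the counts and ratios 411 were the same and 90 moved, and of the list results 357 were the same, 22 newly passed, 85 no longer passed and 1 reversed. Calls of named genes ended most often with Student's t-test and Benjamini-Hochberg adjustment (71), on the slides of scan day 1 (70) and at a 2-fold threshold (40). Median scaling, the intensity trend, the mean of the probes, any probe of a locus, the authors' normalized values, the filter on the raw median signal and the slide or replicate block left every count within 1.5 times. With the filter on the raw median signal HSP18.2 under salt (adjusted p = 0.0515) and ALDH7B4 in the interaction (adjusted p = 0.0525) did not pass. With the block the genotype effect in control changed in 2 list calls, mitosis and heat shock. Besides the genes named with the block elsewhere, it added BHLH101 to salt in wild type (−1.20, adjusted p = 0.049), PR2 to salt in proatcape1 (1.27, adjusted p = 5.32e-05) and HAI2 (−0.76, adjusted p = 0.0246) and MYB41 (−0.68, adjusted p = 0.018) to the interaction, ended the call of HSP23.6 in control (adjusted p = 0.0557), and changed no other call of a gene that the rule names or of a list. The replicate number is the slide number here, and 6 of 18 same-numbered pairs of arrays in different groups had a correlation of residuals over 0.1 (−0.203 to 0.366, median 0.04). Between wild type and proatcape1 of the same slide and treatment it was 0.309, 0.237 and 0.366 under salt and 0.087, 0.21 and 0.304 in control, and 11 of the 12 arrays had their highest correlation with an array of the same number.

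A 2-fold threshold gave 2151 genes higher and 1905 lower with salt in wild type, 2443 and 2589 in proatcape1, 65 and 107 for genotype in control, 123 and 50 under salt and 109 and 18 for the interaction, a ratio of 1.241, 49 loci in both conditions, 322 shared with Supplementary datasets III and IV and 111 genotype differences among salt-responsive genes. No fold threshold gave 6081 and 8897, 6427 and 9239, 622 and 472, 2792 and 3682 and 539 and 922, a ratio of 1.046, 493 loci in both conditions and 5490 among salt-responsive genes. Both follow from the threshold itself. Student's t-test with Benjamini-Hochberg adjustment gave 9 and 13 for genotype in control, 66 and 29 under salt, 19 in both conditions, 117 shared with the datasets and 43 among salt-responsive genes. Unadjusted limma p-values gave 349 lower in control and 514 higher in the interaction, as more genes pass. Array weights gave 329 and 386 in control, 425 higher in the interaction and 233 in both conditions. Only the 6 arrays compared, a setting with fewer samples in the fit, gave 137 lower in control. Normexp gave 191 lower under salt and 145 lower in the interaction. Without the filter on dim probes the interaction had 105 and 122 genes and the slope was 1.01, and with well above background as the filter it was 1.053. The slides of scan day 1 gave 67 and 63 in control, 253 higher under salt, 16 and 3 for the interaction, a slope of 1.06, 67 in both conditions, 558 shared with the datasets and 370 among salt-responsive genes. That setting also holds fewer samples. With an estimated correlation 0 lists passed in any of the 5 comparisons, against 19, 20, 11, 15 and 8. Fry, which does not compare a list with other genes, gave 29 for salt in wild type, 5 for genotype in control and 4 for the interaction, and reversed the antioxidant list in proatcape1 (adjusted p = 0.0086). Where no reason is given, and for the settings with fewer samples, the cause was not tested.

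Without 1 array, salt in wild type gave 3257 to 3386 higher and 3869 to 4290 lower, salt in proatcape1 3626 to 3773 and 4914 to 5030, genotype in control 123 to 284 and 120 to 314, genotype under salt 366 to 685 and 245 to 568, and the interaction 112 to 396 and 95 to 414. The ratio was 1.136 to 1.223, the slope 1.057 to 1.095, loci in both conditions 102 to 202, genes shared with the datasets 939 to 1210 and those among salt-responsive genes 447 to 922. Over 1.5-fold from the count with all arrays were control higher without wild type control replicate 1 (123) or 2 (284), control lower without wild type control replicate 3 (120) or proatcape1 control replicate 3 (136) and salt lower without wild type salt replicate 1 (568). For the interaction higher and lower they were wild type salt replicates 1 (396 and 414), 2 (126 and 103) and 3 (118 and 125), proatcape1 control replicates 1 (130 and 152) and 3 (115 and 95), proatcape1 salt replicate 1 (112 and 106) and, for higher alone, wild type control replicate 3 (146) and proatcape1 salt replicate 2 (151). Signal over background limits genes that are dim in 1 group, whose changes are approximate bounds and not strict lower limits.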

Other observations

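The test of neighbouring loci at other distances was planned, while the description of which genes pass in which comparison was chosen after the results were seen. Regroupings of the 6 arrays of a comparison number 10, too few for a share under 0.05. The real grouping gave 7469 genes for salt in wild type (highest other 0), 8718 for salt in proatcape1 (0), 404 for genotype in control (1) and 885 for genotype under salt (0), and in each of the 4 comparisons 1 regrouping, the real one, reached the real count.

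Of the 150 loci different in both conditions, 38 pairs lay within 5 tested loci (random mean 5.82) and 64 within 20 (random mean 23.4). Another 15 loci passed in both conditions in opposite directions, and 239 passed in control alone. Across genes the 2 genotype effects had a correlation of 0.46, and genes are not independent replicates.

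Of the loci in Supplementary dataset III, 185 of 245 higher and 206 of 292 lower passed here in the same direction, and of those in dataset IV 476 of 587 and 323 of 378, with 0 in the opposite direction. With an unadjusted Student's t-test on any probe of a locus, 223, 274, 545 and 365 of them passed in that direction. The authors' p-values for 1907 of 1909 probes of these datasets lay within 5% of an unadjusted Student's t-test on the deposited values.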
